# RNA binding protein HuR protects against NAFLD by suppressing long noncoding RNA H19 expression

**DOI:** 10.1186/s13578-022-00910-7

**Published:** 2022-10-12

**Authors:** Yanyan Wang, Yun-Ling Tai, Grayson Way, Jing Zeng, Derrick Zhao, Lianyong Su, Xixian Jiang, Kaitlyn G. Jackson, Xuan Wang, Emily C. Gurley, Jinze Liu, Jinpeng Liu, Weidong Chen, Xiang-Yang Wang, Arun J. Sanyal, Phillip B. Hylemon, Huiping Zhou

**Keywords:** Bile acids, NASH, Inflammation, Sphingosine kinase, Sphingosine-1 phosphate receptor 2

## Abstract

**Background:**

NAFLD has become the most common chronic liver disease worldwide. Human antigen R (HuR), an RNA-binding protein, is an important post-transcriptional regulator. HuR has been reported as a key player in regulating lipid homeostasis in the liver and adipose tissues by using tissue-specific HuR knockout mice. However, the underlying mechanism by which hepatocyte-specific HuR regulates hepatic lipid metabolism under metabolic stress remains unclear and is the focus of this study.

**Methods:**

Hepatocyte-specific HuR deficient mice (HuR^hKO^) and age-/gender-matched control mice, as well as long-noncoding RNA H19 knockout mice (H19^−/−^), were fed a Western Diet plus sugar water (WDSW). Hepatic lipid accumulation, inflammation and fibrosis were examined by histology, RNA transcriptome analysis, qRT–PCR, and Western blot analysis. Bile acid composition was measured using LC–MS/MS.

**Results:**

Hepatocyte-specific deletion of HuR not only significantly increased hepatic lipid accumulation by modulating fatty acid synthesis and metabolism but also markedly induced inflammation by increasing immune cell infiltration and neutrophil activation under metabolic stress. In addition, hepatic deficiency of HuR disrupted bile acid homeostasis and enhanced liver fibrosis. Mechanistically, HuR is a repressor of H19 expression. Analysis of a recently published dataset (GSE143358) identified H19 as the top-upregulated gene in liver-specific HuR knockout mice. Similarly, hepatocyte-specific deficiency of HuR dramatically induced the expression of H19 and sphingosine-1 phosphate receptor 2 (S1PR2), but reduced the expression of sphingosine kinase 2 (SphK2). WDSW-induced hepatic lipid accumulation was alleviated in H19^−/−^ mice. Furthermore, the downregulation of H19 alleviated WDSW-induced NAFLD in HuR^hKO^ mice.

**Conclusions:**

HuR not only functions as an RNA binding protein to modulate post-transcriptional gene expression but also regulates H19 promoter activity. Hepatic HuR is an important regulator of hepatic lipid metabolism via modulating H19 expression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-022-00910-7.

## Background

Nonalcoholic fatty liver disease (NAFLD) is one of the most common liver diseases that affect more than 25% of the adult population globally, imposing a substantial social and economic burden [1]. NAFLD refers to a broad spectrum of histological conditions, from simple hepatic steatosis (NAFL) to nonalcoholic steatohepatitis (NASH). Moreover, about 10–25% of NAFLD patients will develop NASH, which is now a leading cause of progression to advanced fibrosis, cirrhosis, and hepatocellular carcinoma (HCC) [2]. Furthermore, NASH–HCC is the second leading cause of liver transplantation related to HCC in the United States [3, 4]. Over the last several decades, considerable efforts have been made to identify the potential molecular mechanisms underlying NAFLD progression. In addition to demographic and genetic factors, obesity, diabetes, and cardiovascular diseases are also closely associated with NASH–HCC [5, 6]. However, the pathogenesis of NAFLD remains incompletely understood, and no effective treatment is available.

It has been well accepted that the progression of NAFLD is driven by multiple factors, such as dysregulation of hepatic lipid and bile acid metabolism, activation of inflammatory pathways and endoplasmic reticulum (ER) stress response, as well as dysbiosis of the gut microbiome [2, 7]. We and others have previously reported that sphingosine-1 phosphate receptor 2 (S1PR2) and sphingosine kinase 2 (SphK2) are important regulators of hepatic lipid metabolism [8–10]. It also has been reported that long noncoding RNA (lncRNA) H19, an imprinted and maternally expressed gene, is an important regulator in cholestatic liver fibrosis, inflammation, and hepatic lipid metabolism [11–14]. The aberrant expression of H19 is associated with liver fibrosis in HCC patients [15].

Human antigen R (HuR), also known as HuA and embryonic lethal abnormal vision-like 1 (ELAVL1), functions to regulate the expression of coding and noncoding RNAs by post-transcriptional mechanisms [16, 17]. Global HuR-knockout mice exhibited embryonic lethality due to extra-embryonic placental defects [18]. Recently, the importance of HuR-mediated roles in cell signaling, inflammation, fibrogenesis, and cancer development in the liver has attracted a great deal of attention [19]. Several studies have reported that hepatic HuR protects against NAFLD by targeting lipid and glucose metabolism, regulating lipid transport, and inhibiting adipogenesis [20–22]. A recent study reported that HuR is a gatekeeper of liver homeostasis and liver-specific deletion of HuR accelerated NASH fibrosis and HCC [20]. However, the hepatocyte-specific roles of HuR in NAFLD pathogenesis have not been fully explored, and the underlying mechanisms remain largely unclear.

In the present study, hepatocyte-specific HuR knockout (HuR^hKO^) mice were generated to evaluate the role of HuR in regulating hepatic lipid metabolism using a Western diet plus sugar water (WDSW)-induced NAFLD mouse model. The current study shows that HuR^hKO^ mice exacerbate the progression of WDSW-induced NAFLD as indicated by enhanced liver steatosis, inflammation, and fibrosis. Mechanistically, hepatocyte-specific HuR deficiency upregulated the expression of H19, which promoted inflammation and hepatic lipid accumulation. In addition, hepatocyte-specific HuR deficiency disrupted bile acids homeostasis. These results suggested that hepatocyte HuR may be a potential therapeutic target for NAFLD.

## Results

### Hepatocyte-specific HuR deficiency enhances WDSW-induced NAFLD

Although two recent studies have reported the hepatic-specific role of HuR modulating lipid metabolism in mouse NAFLD models, both studies used liver-specific HuR knockout mice by cross-breeding a *HuR*^*flox/flox*^ mouse with albumin-Cre mice, not hepatocyte-specific knockout mice [20, 22]. To delineate the hepatocyte-specific role of HuR in the NAFLD disease progression, HuR^hKO^ mice were generated by tail-vein injection of HuR^flox/flox^ mice with AAV8-TBGP-Cre recombinase and AAV8-TBGP-GFP was used as a control. HuR^hKO^ and control mice were fed ad libitum a WDSW for 4 weeks. As shown in Additional file 1: Fig.S1a–c, the HuR mRNA and protein levels were significantly reduced in the liver of HuR^hKO^ mice. Immunofluorescence staining further confirmed the deletion of HuR in hepatocytes (Additional file 1: Fig. S1d). As shown in Fig. 1a, b, hepatocyte-specific deletion of HuR exacerbated WDSW-induced hepatic lipid accumulation and liver injury following 4-week feeding as indicated by increased lipid accumulation (H&E and Oil Red O staining), and increased serum aspartate aminotransferase (AST) and alanine aminotransferase (ALT) levels. Although the liver index (ratio of liver/body weight), serum cholesterol, triglycerides, glucose, and alkaline phosphatase (ALP) levels were not significantly altered (Additional file 1: Fig. S1e–g), hepatic levels of triglycerides and cholesterol in HuR^hKO^ mice were much higher than those in control mice (Fig. 1c). However, no significant change was noticed in the serum ALT and AST in HuR^hKO^ and control mice under a normal diet (Additional file 1: Fig. S1h, i), which was consistent with the H&E staining (Additional file 1: Fig. S1j).

**Fig. 1:**
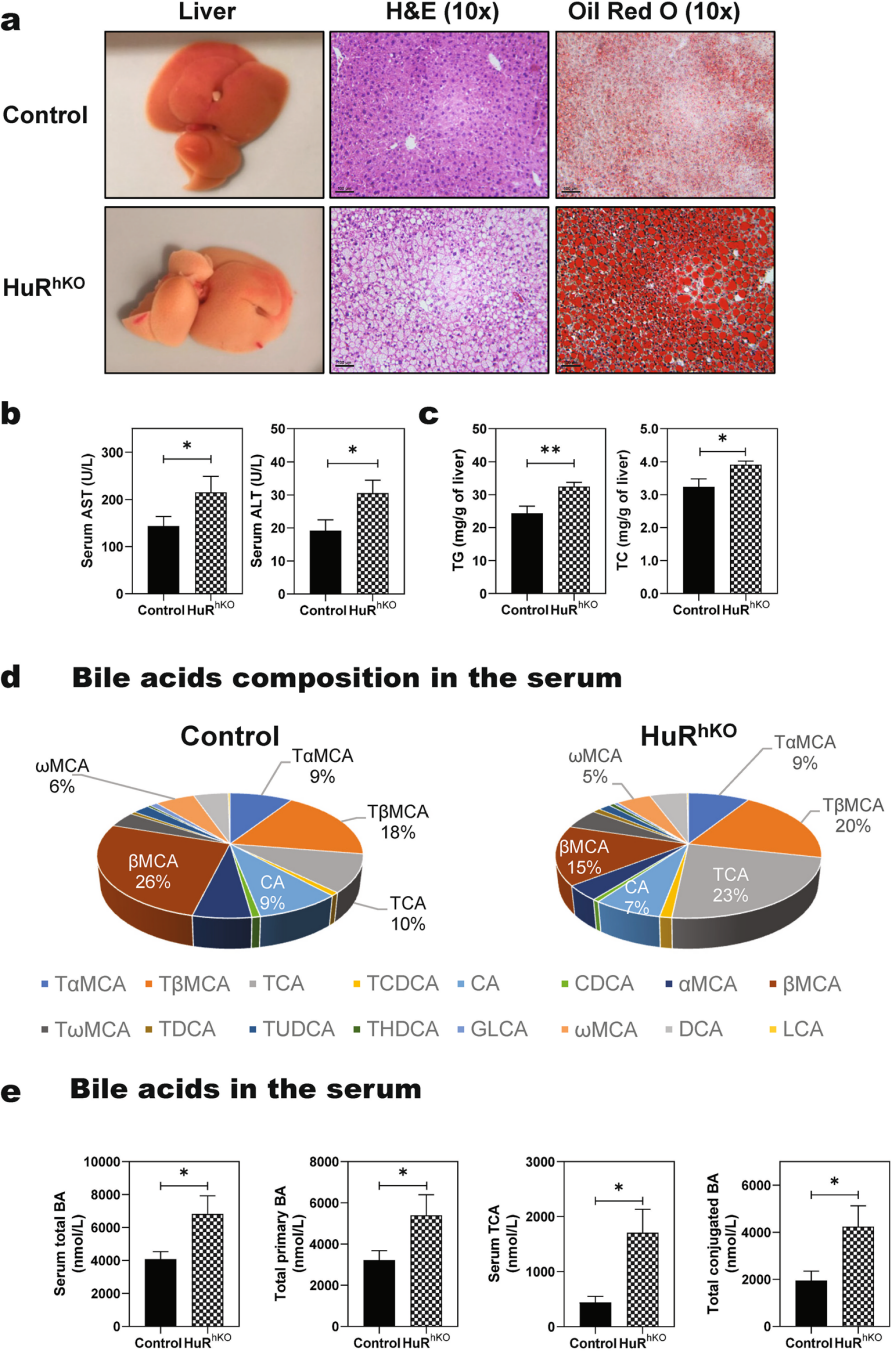
Hepatocyte-specific HuR deficiency enhances WDSW-induced NAFLD. Age and gender-matched HuR^hKO^ and control mice were fed ad libitum a high-fat diet with 42% kcal from fat and containing 0.1% cholesterol plus a high fructose-glucose solution (23.1 g/L d-fructose + 18.9 g/L d-glucose) (Western diet plus sugar water, WDSW) for 4 weeks. **a** Representative image of the liver and the liver sections stained with H&E and Oil red O staining (scale bar, 100 μm for 10 × magnification). **b** Serum liver enzyme levels (AST, ALT). **c** Hepatic triglyceride (TG) and total cholesterol (TC). **d** Bile acid composition profile in the serum is expressed by % of total bile acids. **e** Total bile acids (BA), total primary BA, TCA, and total conjugated BA in the serum. Data are expressed as mean ± SEM. Statistical significance: *p < 0.05 vs Control, n = 10–12 (both male and female)

Previous studies have reported that NALFD disease severity is associated with specific changes in circulating bile acids in human NASH patients and mouse NASH models. Serum taurocholic acid (TCA) level is significantly increased in NASH patients [23, 24]. To examine whether the serum bile acid profile was changed in HuR^hKO^ mice after 4-week WDSW feeding, serum bile acid composition and levels were measured using LC–MS/MS [24]. As shown in Fig. 1d, the percentage of TCA in total bile acids was significantly increased from 10% (Control) to 23% (HuR^hKO^), while βMCA was significantly decreased from 26% (Control) to 15% (HuR^hKO^) after 4-week WDSW feeding. Total serum bile acid levels were significantly increased in HuR^hKO^ mice; including, total primary, secondary, and conjugated bile acids (Fig. 1e and Additional file 1: Table S2). In addition, serum levels of TCA, TβMCA, TCDCA, TωMCA, and THDCA in HuR^hKO^ mice were much higher than those in control mice (Additional file 1: Table S3).

### Hepatocyte-specific HuR deficiency enhances WDSW-induced NAFLD by modulating the global transcriptomic profile

To illustrate the underlying mechanisms by which hepatic HuR deficiency-induced NAFLD disease progression, we performed RNA-seq transcriptome analysis. 

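Total liver RNA of 2 Control mice (mice 1 and 2) and 2 mice labelled HuR hKO (mice 3 and 4) was sequenced after 4 weeks of WDSW, a diet with 42% of its energy from fat and 0.1% cholesterol, given with water that held 23.1 g/L fructose and 18.9 g/L glucose. Elavl1 (ENSMUSG00000040028) encodes HuR and is the gene that the AAV8-delivered Cre recombinase deletes in hepatocytes. Its locus is chromosome 8 of GRCm38 from 4285382 to 4325413, on the minus strand. Its counts were 377 and 347 in Control mice 1 and 2, and 541 and 648 in mice 3 and 4 labelled HuR hKO. In CPM, counts scaled by library size, Elavl1 was at 27.1 ± 1.74 (SD, n = 2) in Control mice and at 36.1 ± 2.36 (SD, n = 2) in mice labelled HuR hKO. This is a log2 fold change of 0.41 (standard error 0.135, adjusted p = 0.545 from edgeR's quasi-likelihood test). Both libraries labelled HuR hKO lay above both Control libraries, which gives a two-sided p of 0.333 in an exact permutation test, the smallest that 2 mice against 2 allow. The targeted gene thus goes against the labels, so every direction given for these 4 libraries is that of their labels. HuR mRNA by RT-PCR and HuR protein run lower in HuR hKO mice in the paper (Additional file 1: Fig. S1), which does not settle the labels of these libraries. The counts are of the whole gene, so reads from parts of Elavl1 outside the deletion and from liver cells other than hepatocytes are counted too. Which part is deleted is not given in the sources used here.

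**Figure D1:**
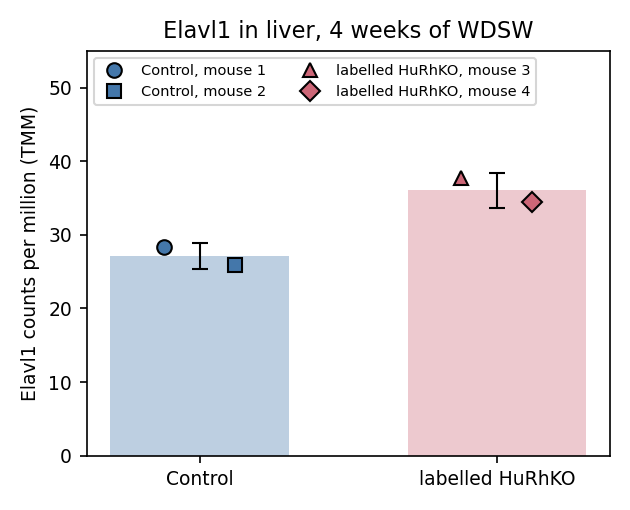
Elavl1 in CPM, normalized by TMM, in each of the 4 liver libraries, by the group on the label. Bars are means, error bars are SD of 2 mice and points are single libraries; mice 3 and 4 labelled HuR hKO (37.7 and 34.4 CPM) lie above Control mice 1 and 2 (28.4 and 25.9 CPM).

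Some cholangiocyte markers, but not all, set Control mouse 1 apart from the other libraries. Krt19, a keratin of bile duct cells, had 162 counts in Control mouse 1 and 5, 7 and 34 counts in mice 2, 3 and 4. Muc1, an epithelial mucin, had 143 counts there against 6, 17 and 25, and Cd24a had 185 against 27, 34 and 43. The markers Sox9 and Sox4 did not set it apart, with 34, 41, 37 and 65 counts and 26, 32, 42 and 49 counts in mice 1 to 4. Xist, which is transcribed from the inactive X chromosome of females, had 8, 1, 4 and 4 counts in mice 1 to 4. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had between 122 and 945 counts in every library. The labels give all 4 mice as male, whereas the paper states that both sexes were used.

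The authors deposited whole-number counts per Ensembl gene, not normalized, for 46603 genes. The library totals were 13032095 and 13615761 counts in Control mice 1 and 2, and 13806773 and 19715577 counts in mice 3 and 4 labelled HuR hKO. The aligner, the counter, the genome build and the strand setting are not given in the sources used here, so that reads of a gene and of its antisense partner cannot be told apart. Gene names and coordinates were joined through GENCODE M21 for 46091 of the genes. From these counts, 13001 genes passed edgeR's expression filter, library sizes were scaled by TMM, and each gene was tested with the quasi-likelihood test and Benjamini-Hochberg adjustment. Gene lists were compared with the other genes by limma's camera with a preset inter-gene correlation of 0.01, adjusted over 38 lists. No list passed the adjustment with an estimated correlation, where the lowest adjusted p was 0.551. That test is weak with 2 mice a group, so missing its threshold does not show that a list is unchanged. In simulated libraries, a list of 25 genes shifted 1.5-fold had an unadjusted camera p of 0.00605 with an estimated correlation and 1.91e-30 at the preset one. Those genes were simulated independently of each other, so the simulation does not show that the preset correlation holds for real lists.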

As shown in Fig. 2a, b, WDSW-feeding induced the upregulation of 192 genes and down-regulation of 160 genes in HuR^hKO^ mice compared to the control mice. 

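Slc39a4, which encodes the zinc importer ZIP4, rose from 14.6 ± 2.04 CPM (SD, n = 2) in Control mice to 59.1 ± 1.44 CPM (SD, n = 2) in mice labelled HuR hKO, a log2 fold change of 2.01 (standard error 0.15, adjusted p = 0.0101 from edgeR). Its locus is on chromosome 15 of GRCm38 from 76612383 to 76617384. Cib3, a calcium-binding protein gene on chromosome 8 from 72204335 to 72212837, had 4 and 4 counts in Control mice and 64 and 98 counts in mice labelled HuR hKO, and rose by 3.98 on the log2 scale (standard error 0.403, adjusted p = 0.0355 from the same test). Tmem250-ps, a noncoding gene on chromosome 2 from 26136814 to 26140521, fell by 1.47 on the log2 scale (standard error 0.14, adjusted p = 0.0335 from the same test), with 1018 and 1047 counts in Control mice against 436 and 484. No other gene passed an adjusted p of 0.05 in edgeR. DESeq2 called 50 higher and 35 lower genes with these 3 among them, as did the fit without the expression filter, with 80 and 81. limma-voom did not call Cib3 (adjusted p = 0.0785). Without mouse 3 none of the 3 genes did (adjusted p = 0.0905 for Slc39a4, 0.132 for Cib3 and 0.132 for Tmem250-ps), and without mouse 4 only Slc39a4 did (adjusted p = 0.0208, against 0.116 for Cib3 and for Tmem250-ps). Without Control mouse 1 or 2 all 3 genes passed, among 8 higher and 6 lower genes, and among 20 and 25.

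The other 8 of the 10 genes with the smallest p in the upward direction had log2 fold changes from 0.98 for Saa2 to 4.82 for Cyp2a4 and adjusted p values from 0.0636 to 0.103. Among them, Lpl, which encodes lipoprotein lipase, had 24.6 ± 4.21 CPM (SD, n = 2) in Control mice and 59.2 ± 9.66 CPM (SD, n = 2) in mice labelled HuR hKO. Rgs16, a regulator of G protein signalling, had 251 ± 21.5 and 578 ± 54.9 CPM (SD, n = 2 each). The others were the kinase gene Stk38, Mmd2, Tmem265 and the cytochrome P450 gene Cyp2b13. In the downward direction the other 9 of the 10 included Hpx, which encodes the heme-binding plasma protein hemopexin, with 2224 ± 41 CPM (SD, n = 2) in Control mice and 834 ± 117 CPM (SD, n = 2) in mice labelled HuR hKO. Nlrp6, an innate immune sensor, had 178 ± 1.96 and 88.3 ± 7.49 CPM (SD, n = 2 each). Gbp10, Slc41a2, Slc15a2, Ptgr2, Tnpo2 and C730036E19Rik had log2 fold changes between -0.90 and -1.94, and Cphx3 had 23 and 23 counts in Control mice and 0 and 0 counts in mice labelled HuR hKO.

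At the thresholds of Fig. 2, a fold change of at least 1.8 with an unadjusted p under 0.05, 157 genes were higher and 119 lower in mice labelled HuR hKO. Of these, 154 had both libraries above both Control libraries and 113 had both below, which the thresholds themselves largely select for. Among all 13001 tested genes, 38.1% had both libraries on the same side of both Control libraries, where chance gives 33.3%. An unadjusted p under 0.05 alone took 525 higher and 441 lower genes, 966 in all, where 650 of the 13001 tested genes would pass by chance. The 2 splits that mix the groups took 916 (Control mouse 1 and mouse 3 against the others) and 212 (Control mouse 1 and mouse 4 against the others). Without Control mouse 2 the thresholds of Fig. 2 took 265 higher and 181 lower genes, and without the expression filter 262 and 264. The share of higher genes among those past the thresholds was 56.9%, and it was 89.3% of 510 higher and 61 lower genes without scaling for library depth, where the median log2 fold change of all genes moved to 0.31. For Fig. 2 the paper states that HuR deficiency in hepatocytes enhances WDSW-induced NAFLD by modulating the global transcriptomic profile.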

Gene Ontology analysis showed that WDSW-feeding significantly impacted the major pathways in biological process (BP), cellular component (CC), and molecular function (MF) related to metabolic processes and immunological responses (Additional file 1: Fig. S2a–c) in HuR^hKO^ mice compared to the control mice, including cholesterol metabolic process, biosynthetic process, inflammatory response, extracellular exosome, lipoprotein, extracellular matrix, oxidoreductase activity, fatty acid-binding, etc. Furthermore, KEGG pathways analysis showed that metabolic pathways, including steroid hormone biosynthesis and inflammatory response, were dysregulated in HuR^hKO^ mice (Additional file 1: Fig. S2d).

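Genes of cholesterol synthesis were mostly higher in the mice labelled HuR hKO, with 17 of 25 listed genes positive, 8 negative and a median log2 fold change of 0.21. Mvd, a decarboxylase of the mevalonate pathway, had 3.34 ± 1.24 CPM (SD, n = 2) in Control mice and 7.06 ± 1.2 CPM (SD, n = 2) in mice labelled HuR hKO. Hsd17b7, an enzyme of the same synthesis, had a log2 fold change of 0.44 (standard error 0.137). None of the 25 passed an adjusted p of 0.05 from edgeR over all genes or when adjusted over the list alone, while 7 were higher and 0 lower at an unadjusted p under 0.05. As a group they ranked above the other genes (camera, adjusted p = 6.61e-04, and adjusted p = 0.551 with an estimated correlation), which was lost without Control mouse 1 (adjusted p = 0.0764), and the median was 0.058 without mouse 3.

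The 25 listed genes of the acute phase response, secreted by hepatocytes in inflammation, went in both directions. Of these, 5 were higher and 1 was lower when adjusted over the list alone, none over all genes, and 9 were higher and 1 lower at an unadjusted p under 0.05. The serum amyloid A genes were among the higher ones: Saa1 had 33.6 ± 9.25 CPM (SD, n = 2) in Control mice and 69.4 ± 3.13 CPM (SD, n = 2) in mice labelled HuR hKO, and Saa2 had 18.9 ± 1.33 and 37 ± 3.72 CPM (SD, n = 2 each). These neighbouring paralogs, with Saa3 at a log2 fold change of 1.18, may share reads. Lcn2, which encodes the iron-siderophore-binding lipocalin 2, had counts of 41 and 35 in Control mice and 121 and 307 in mice labelled HuR hKO, and Itih3 had a log2 fold change of 0.75. The lower gene was Hpx, at a log2 fold change of -1.42. The median log2 fold change of the list was -0.02 and its mean was 0.34, the sign of the camera test (adjusted p = 0.0265, and adjusted p = 0.551 with an estimated correlation), which was lost without Control mouse 2 (adjusted p = 0.106). The median was 0.30, 0.14 and 0.12 without mice 1, 2 and 3 in turn, and 0.013 in limma-voom.

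Extracellular matrix and stellate cell genes were positive for 17 of 20 tested members, with a median log2 fold change of 0.18. Sparc, a matrix-binding glycoprotein gene, had 38.4 ± 0.0483 CPM (SD, n = 2) in Control mice and 56 ± 6.35 CPM (SD, n = 2) in mice labelled HuR hKO. The collagen genes Col4a1, Col3a1 and Col1a1 had log2 fold changes of 0.52, 0.59 and 0.63, the last 2 being at 0.30 and 0.26 without mouse 4. None of the 20 passed adjustment over all genes or when adjusted over the list alone, and 4 were higher at an unadjusted p under 0.05. Acta2, the smooth muscle actin of activated stellate cells, was highest in Control mouse 1, with 275 counts against 60, 66 and 177 in mice 2, 3 and 4. The group ranked above the other genes (camera, adjusted p = 3.50e-04, and adjusted p = 0.551 with an estimated correlation), but not without Control mouse 2 (adjusted p = 0.0868) or mouse 4 (adjusted p = 0.0894, median 0.10), and the median was 0.37 without Control mouse 1 and 0.38 without mouse 3. Markers of sinusoidal endothelial cells lay in the same direction, with 14 of 15 positive and a median log2 fold change of 0.20 (camera, adjusted p = 0.00472, and adjusted p = 0.693 with an estimated correlation). None of the 15 passed an unadjusted p of 0.05 in edgeR or when adjusted over the list alone, and that rank was lost without Control mouse 2 (median -0.004, adjusted p = 0.331) and without mouse 3 (median 0.029, adjusted p = 0.51), while the median was 0.304 without mouse 4.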

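Cytochrome P450 enzymes of families 1 to 3, which metabolize steroids and foreign compounds, moved in both directions. Of 36 tested members, 5 were higher and 2 lower when adjusted over the list alone, none over all genes, and 7 were higher and 3 lower at an unadjusted p under 0.05. Cyp2a4 (ENSMUSG00000074254), a steroid 15-alpha-hydroxylase on chromosome 7 of GRCm38 from 26307169 to 26315088, had 11 and 7 counts in Control mice and 403 and 200 counts in mice 3 and 4 labelled HuR hKO, a log2 fold change of 4.81 (standard error 0.567, adjusted p = 0.0636 from edgeR). Its near-identical neighbour Cyp2a5 had 796 ± 155 CPM (SD, n = 2) in Control mice and 1193 ± 342 CPM (SD, n = 2) in mice labelled HuR hKO, and the counting may split reads between them. Cyp2b13, Cyp2b9 and Cyp2a22, in the same gene cluster and with the same uncertainty, had log2 fold changes of 2.40, 1.52 and 2.62. The 2 lower members were Cyp2d40 and Cyp2u1, at log2 fold changes of -0.70 and -0.56, the first at -0.39 without Control mouse 2. The list as a whole did not rank apart from the other genes (camera, adjusted p = 0.629), but it ranked above them in DESeq2 (adjusted p = 0.0418) and without depth scaling (adjusted p = 0.0344). Its median log2 fold change was 0.008, and it was -0.045, 0.034, 0.173 and -0.177 without mice 1 to 4 in turn. The direction of the list thus depended on which mouse labelled HuR hKO was kept.

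Liver genes that are higher in males than in females were mostly lower in the mice labelled HuR hKO. Of 18 tested male-biased genes, 14 were negative and 4 positive, 7 were lower and 1 was higher when adjusted over the list alone, and none passed over all genes. C6, a complement component gene, had 177 ± 45.3 CPM (SD, n = 2) in Control mice and 89.4 ± 14.5 CPM (SD, n = 2) in mice labelled HuR hKO, and the glucuronosyltransferase gene Ugt2b38 had 13.2 ± 0.244 and 5.75 ± 2.13 CPM (SD, n = 2 each). Susd4 and the organic anion transporter gene Slco1a1 both had log2 fold changes of -0.67, whereas Mup21 was at 0.86, and at 0.51 without mouse 3. The median of the list was -0.44 (camera, adjusted p = 2.35e-04, and adjusted p = 0.551 with an estimated correlation), and the rank remained past the threshold without each library in turn, at adjusted p values up to 0.0314, with a median of -0.18 without Control mouse 1. Of 20 listed female-biased genes, 8 had enough counts for the test. Of these, 6 were positive, and Cyp2a4, Cyp2b13 and Cyp2b9 were higher when adjusted over the list alone. Cyp2c40 went the other way, with 23 and 30 counts in Control mice and 5 and 21 counts in mice labelled HuR hKO. None of the 8 genes passed over all genes, while 4 were higher and 1, Cyp2c40, was lower at an unadjusted p under 0.05. Their median was 0.64 (camera, adjusted p = 8.24e-04, and adjusted p = 0.551 with an estimated correlation), which was lost without Control mouse 1 (median 0.15, adjusted p = 0.214) and without the expression filter (median 0.22, adjusted p = 0.0738), and the median was 1.65 without Control mouse 2. Major urinary protein genes, which carry pheromones in male urine and share most of their sequence, so that their counts may be split between copies, were negative for 15 of 18 members with a median of -0.89 (camera, adjusted p = 8.29e-06, and adjusted p = 0.551 with an estimated correlation). None of the 18 passed when adjusted over the list alone. The median was -0.27 without mouse 3 and -1.78 without mouse 4, and the gap was wider in mouse 3: Mup15 had 7826 and 8922 counts in Control mice 1 and 2, and 1096 and 6532 counts in mice 3 and 4 labelled HuR hKO.

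**Figure D2:**
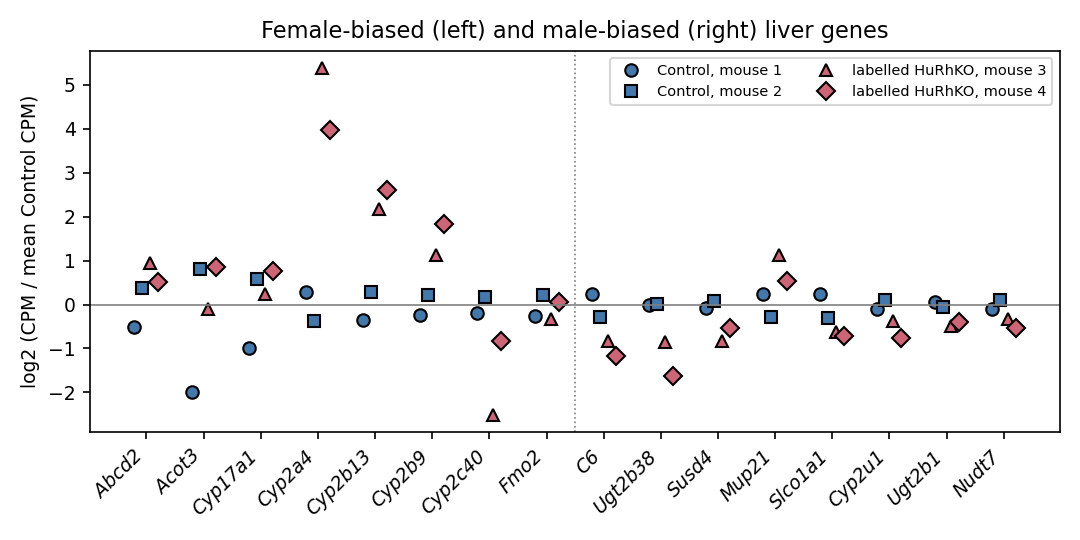
Log2 ratio of CPM to the mean CPM of the 2 Control mice for the 8 tested female-biased genes and the 8 male-biased genes with the smallest p, 1 point per library. Cyp2a4, Cyp2b13, Cyp2b9 and Abcd2 lie above both Control libraries in both libraries labelled HuR hKO, whereas Cyp2c40 lies below them. Of the 8 male-biased genes shown, 7 lie below both Control libraries, the exception being Mup21.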

**Fig. 2:**
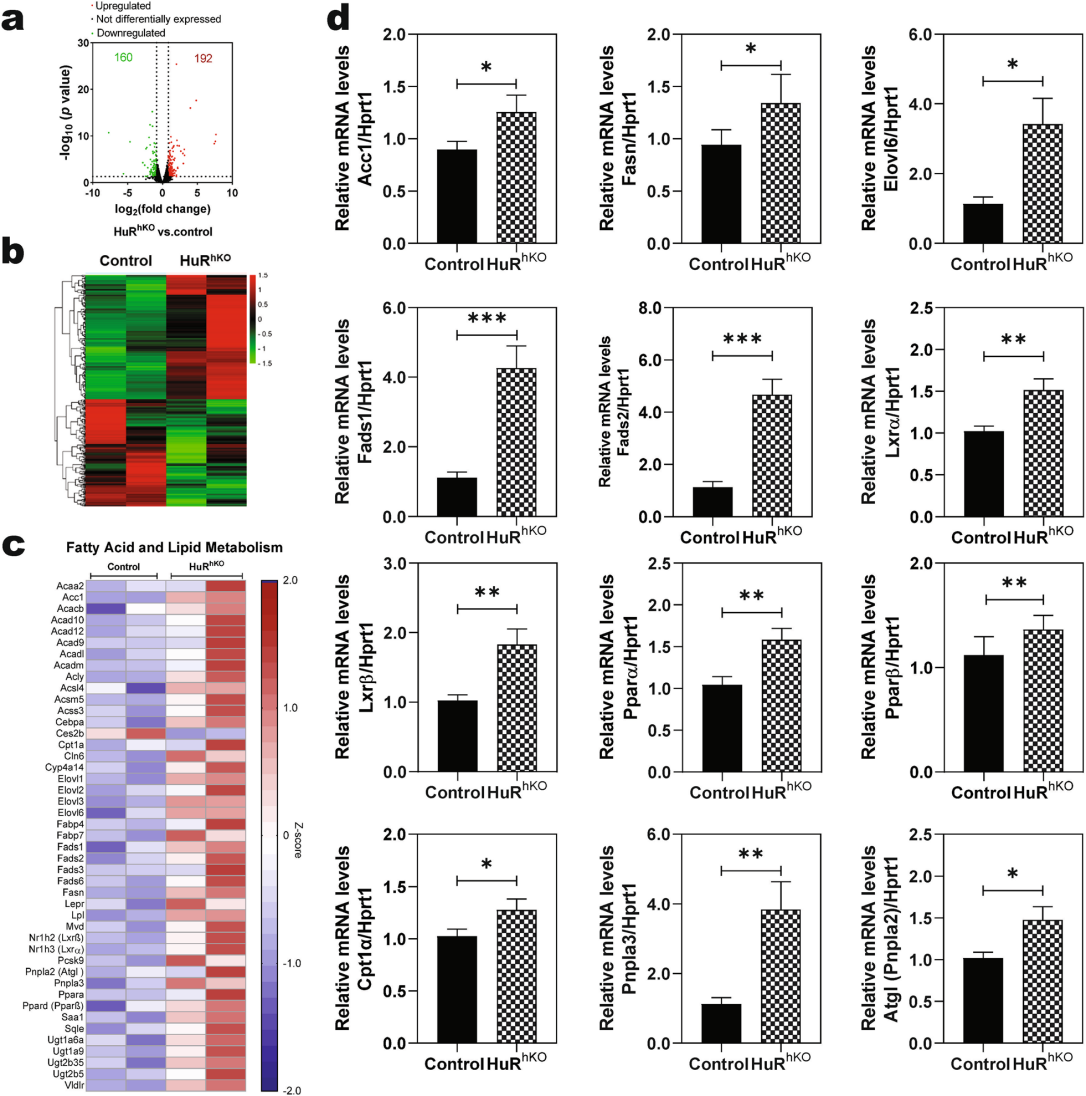
Hepatocyte-specific HuR deficiency enhances WDSW-induced NAFLD by modulating the global transcriptomic profile. Total liver RNA of HuR^hKO^ and control mice fed with WDSW for 4 weeks was processed for transcriptome sequencing (RNA-Seq). Significantly up-or down-regulated genes were determined as fold change ≥ 1.8 and p-value < 0.05. **a** Volcano plots in HuR^hKO^ *vs.* control group. Red dots indicate upregulated genes; green dots indicate downregulated genes; black dots indicate not differentially expressed genes. **b** Hierarchical clustering heatmaps for differentially expressed genes in HuR^hKO^ *vs.* control group. A Z-score was calculated for the RNA-Seq data to normalize tag counts. Red and green colors indicate up- and down-regulated gene expression, respectively. **c** Representative heatmap of the key genes involved in fatty acid and lipid metabolism in the liver of HuR^hKO^ *vs.* control group. **d** Relative mRNA levels of the key genes involved in fatty acid and lipid metabolism: Acc1, Fasn, Elovl6, Fads1, Fads2, Lxrα, Lxrβ, Pparα, Pparβ, Cpt1α, Pnpla3, and Pnpla2 (Atgl). The mRNA levels were determined by real-time RT–PCR and normalized with HPRT1 as an internal control. Data are expressed as the mean ± SEM. Statistical significance relative to control: * p < 0.05, ** p < 0.01, *** p < 0.001 (n = 10–12, male and female)

### Hepatocyte-specific HuR deficiency enhances WDSW-induced dysregulation of fatty acid and lipid metabolism

Dysregulation of lipid metabolism contributes to the development of NAFLD [25]. As shown in Fig. 2c, most of the genes involved in the fatty acid biosynthesis pathway were increased in HuR^hKO^ mice compared to the control mice after 4 weeks of WDSW feeding; including acetyl CoA carboxylase (Acc1), fatty acid synthase (Fasn), elongation of very-long-chain fatty acids member 6 (Elovl6), fatty acid desaturases (Fads1&2), liver X receptor (Lxrα&β), peroxisome proliferator-activated receptor (Pparα&β), carnitine palmitoyltransferase 1 (Cpt1α), patatin-like phospholipase domain containing (Pnpla3), and adipose triglyceride lipase (Atgl, also known as Pnpla2), etc. 

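All 12 lipid genes that the paper names here had a positive log2 fold change in the mice labelled HuR hKO, with a median of 0.36, and in 8 of them both libraries labelled HuR hKO lay above both Control libraries. Fasn (ENSMUSG00000025153), which encodes fatty acid synthase, had 371 ± 24.9 CPM (SD, n = 2) in Control mice and 667 ± 56.8 CPM (SD, n = 2) in mice labelled HuR hKO, a log2 fold change of 0.85 (standard error 0.148, adjusted p = 0.137 from edgeR). Fasn lies on chromosome 11 of GRCm38 from 120805846 to 120824547. Acaca, the gene of Acc1, was at a log2 fold change of 0.46, and at 0.29 without mouse 3. Elovl6, Fads2 and Fads1, which elongate and desaturate fatty acids, had log2 fold changes of 0.64, 0.47 and 0.40, and of 0.34, 0.27 and 0.16 without Control mouse 1. Ppara, a regulator of fatty acid oxidation, was at 0.46, and at 0.18 without mouse 4. The liver X receptor genes Nr1h3 and Nr1h2, Ppard, Pnpla3, Cpt1a and Pnpla2 had values between 0.034 and 0.32 with standard errors from 0.125 to 0.309, so each difference was near or below its standard error, and Pnpla3 was at 0.010 without mouse 3. Without Control mouse 1, Ppard, Cpt1a and Pnpla2 were at -0.021, -0.058 and -0.082, and without mouse 4 Cpt1a and Pnpla2 were at -0.080 and -0.087. None of the 12 passed an adjusted p of 0.05 over all genes, and 5 were higher at an unadjusted p under 0.05. Fasn was higher when adjusted over the list alone (adjusted p = 0.00485), and it passed over all genes in DESeq2 (adjusted p = 7.04e-05) and without the expression filter (adjusted p = 0.00342). The study names these genes from this RNA-seq, so their count is not independent evidence of their direction. As a group they ranked above the other genes (camera, adjusted p = 7.04e-05, and adjusted p = 0.551 with an estimated correlation), with a median of 0.17 without Control mouse 1 and 0.23 without mouse 3.

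**Figure D3:**
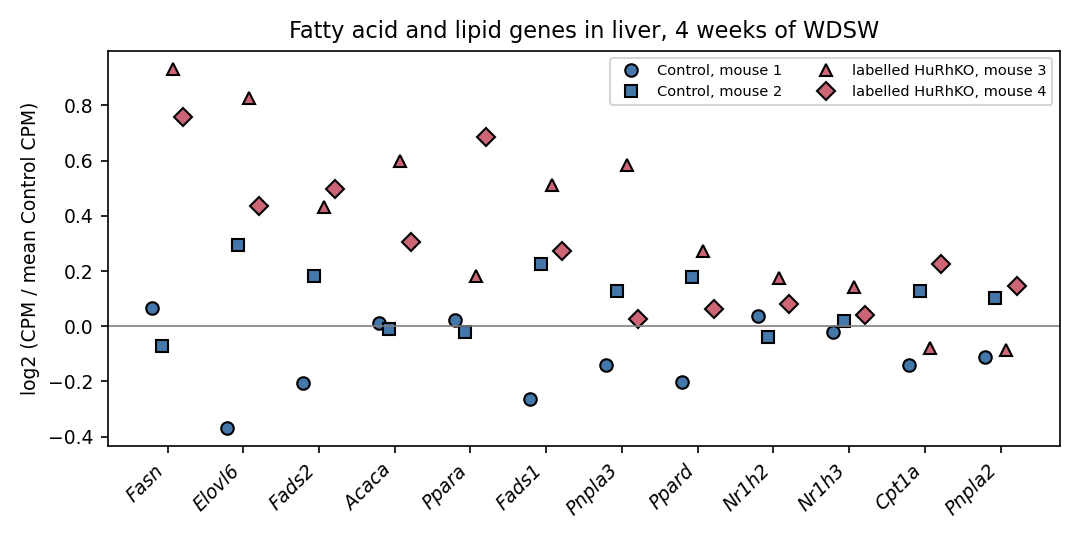
Log2 ratio of CPM to the mean CPM of the 2 Control mice for the 12 named lipid genes, 1 point per library. Fasn, Elovl6, Fads2, Acaca, Ppara, Fads1, Nr1h2 and Nr1h3 lie above both Control libraries in both libraries labelled HuR hKO, while the libraries overlap for Pnpla3, Ppard, Cpt1a and Pnpla2.

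A list of 26 genes of de novo lipogenesis, which includes 6 of those genes, had 17 positive and 9 negative members and a median log2 fold change of 0.22. Acly, which makes the acetyl-CoA for fatty acid synthesis, had 154 ± 1.89 CPM (SD, n = 2) in Control mice and 271 ± 8.95 CPM (SD, n = 2) in mice labelled HuR hKO, and with Fasn it was higher when adjusted over the list alone. None of the 26 passed over all genes and 6 were higher at an unadjusted p under 0.05. The group ranked above the other genes (camera, adjusted p = 3.50e-04, and adjusted p = 0.551 with an estimated correlation), with a median of 0.093 without mouse 3 and 0.34 without Control mouse 2. Genes of fatty acid oxidation were positive for 21 of 32 members with a median of 0.13 and did not rank apart (camera, adjusted p = 0.323), except without Control mouse 2 (adjusted p = 0.00137) or mouse 3 (adjusted p = 0.00619). The sign of the test turned, without passing the threshold, without Control mouse 1 (adjusted p = 0.195) or mouse 4 (adjusted p = 0.368). Of the 45 genes whose names could be read on the heatmap of Fig. 2c, 30 had both libraries labelled HuR hKO above both Control libraries, a pattern that 16.7% of genes show by chance, but the study displays these genes from these libraries, so that count is not independent either.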

The mRNA expression levels of key genes involved in hepatic lipid metabolism were further confirmed by real-time RT–PCR. As shown in Fig. 2d, the mRNA levels of Acc1, Fasn, Elovl6, Fads1, Fads2, Lxrα, Lxrβ, Pparα, Pparβ, Cpt1α, Pnpla3, and Atgl were significantly increased in HuR^hKO^ mice compared to the control mice after 4-weeks of WDSW feeding.

### Hepatocyte-specific HuR deficiency enhances WDSW-induced inflammation and oxidative stress

Inflammation and stress response are important driving forces in promoting NAFL to NASH progression [26–28]. 

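Cd63 (ENSMUSG00000025351), a tetraspanin of endosomes and exosomes, had 5.25 ± 0.984 CPM (SD, n = 2) in Control mice and 9.61 ± 0.67 CPM (SD, n = 2) in mice labelled HuR hKO after 4 weeks of WDSW, a log2 fold change of 0.87 (standard error 0.217, adjusted p = 0.362 from edgeR). It lies on chromosome 10 of GRCm38 from 128900989 to 128912822. The neutrophil-attracting chemokine gene Cxcl1 had 3.38 ± 1.08 and 5.37 ± 0.305 CPM (SD, n = 2 each). Cd68, Cxcl10 and Il1a had log2 fold changes of 0.42, 0.35 and 0.30. Cd68 was at 0.13 and 0.755 without Control mouse 1 and 2 in turn, and Cxcl10 and Il1a were at 0.15 and 0.062 without mouse 3 and at 0.53 and 0.504 without mouse 4. Atf4, a transcription factor of the stress response, was at 0.011 (standard error 0.148). Adgre1, which encodes the macrophage antigen F4/80, was at -0.20 (standard error 0.228), and the monocyte receptor gene Ccr2 was at -0.18 (standard error 0.465), both below their standard errors and both positive without depth scaling (0.14 and 0.10), which moves the median of all genes to 0.31. Adgre1 was at 0.018 without mouse 3, Ccr2 was at 0.17 and 0.18 without Control mouse 1 and without mouse 4, and Atf4 was at -0.12 and -0.13 without Control mouse 1 and without mouse 3. Ccl2 had 4 and 5 counts in Control mice and 11 and 6 in mice labelled HuR hKO, too few for the test.

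Of these 9 tested genes, 7 were positive and 2 negative, none passed an adjusted p of 0.05 over all genes, and 2 were higher at an unadjusted p under 0.05. Cd63 was higher when adjusted over the list alone, but the study names these genes from this RNA-seq, so their count is not independent evidence of their direction. As a group they had a median log2 fold change of 0.35 (camera, adjusted p = 0.0324, and adjusted p = 0.551 with an estimated correlation), and the call was lost without Control mouse 1 (adjusted p = 0.0515), without Control mouse 2 (adjusted p = 0.121) and without mouse 3 (adjusted p = 0.193, median 0.15). Of 22 tested macrophage markers, which include Adgre1, Cd68 and Ccr2, 16 were positive with a median of 0.15 (camera, adjusted p = 0.0953), which was 0.055 without mouse 3 (adjusted p = 0.571), and none passed when adjusted over the list alone. The Kupffer cell genes Clec4f and Vsig4 had log2 fold changes of 0.27 and 0.39, and of 0.17 and 0.21 without Control mouse 2, and Marco was at -0.92 (-0.043 without Control mouse 2). At an unadjusted p under 0.05, 1 of the 22 macrophage markers was higher, which also passed the thresholds of Fig. 2, and 0 were lower. Without mouse 4 the markers did rank above the other genes (adjusted p = 0.0222), and likewise without the expression filter (adjusted p = 0.0313). Lymphocyte markers, with 8 genes tested, had a median of 0.14 (camera, adjusted p = 0.403), below the threshold only without Control mouse 2 (median 1.09, adjusted p = 0.0061), and a median of -0.46 without Control mouse 1 (adjusted p = 0.0883). The 30 tested genes of the interferon response ran the other way, with 20 negative and a median of -0.17. None of them passed when adjusted over the list alone. Igtp and Irgm1, interferon-induced GTPase genes, were at -0.435 and -0.41, Igtp at -0.29 without mouse 4 and Irgm1 at -0.26 without Control mouse 1. Their rank below the other genes (camera, adjusted p = 0.0157, and adjusted p = 0.551 with an estimated correlation) was lost without Control mouse 1 (median -0.089, adjusted p = 0.0835), without mouse 3 (adjusted p = 0.0727) and without depth scaling (adjusted p = 0.0533). Of the 34 genes whose names could be read on the heatmap of Fig. S3a, 22 had both libraries labelled HuR hKO above both Control libraries, where chance gives 16.7%, on genes that the study displays from these libraries.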

RNA-seq analysis showed that the key genes involved in inflammatory and stress responses, such as F4/80, Cd68, Cd63, C-X-C Motif Chemokine Ligand 1 (Cxcl1), Cxcl10, chemokine ligand 2 (Ccl2), C–C chemokine receptor type 2 (Ccr2), Caspase 3, Activating transcription factor 4 (Atf4), interleukin 1α (IL-1α), were significantly increased in HuR^hKO^ mice fed with a WDSW for 4 weeks (Additional file 1: Fig. S3a). Hepatocyte-specific deletion of HuR promoted WDSW-induced macrophage infiltration to the liver as indicated by the IHC staining of F4/80 antigen; a mature cell surface glycoprotein expressed at high levels on various macrophages (Fig. 3a). Real-time PCR results further showed that the mRNA expression levels of major marker genes of macrophages, inflammatory cytokines and chemokines, such as F4/80, Cd68, Cd63, Integrin alpha M (also known as Cd11b) (Fig. 3b), Cxcl1, Cxcl10, Ccl2, Ccr2, IL-1α, IL-1β, tumor necrosis factor α (Tnfα), and IL-6, were significantly increased (Fig. 3c).

**Fig. 3:**
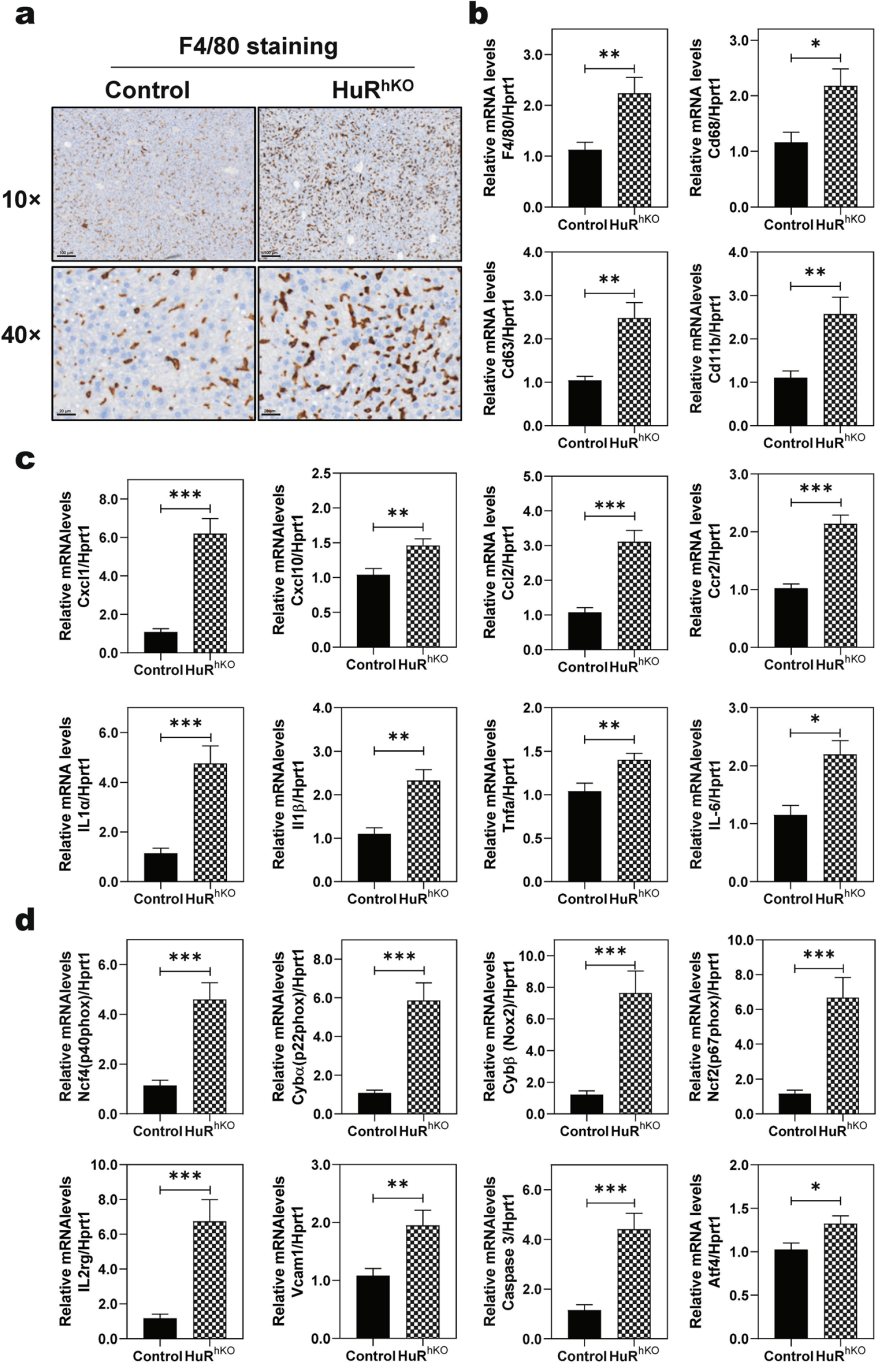
Hepatocyte-specific HuR deficiency enhances WDSW-induced inflammation and oxidative stress. **a** Representative images of immunohistochemistry (IHC) staining of F4/80 (scale bar, 100 μm for 10 × and 20 μm for 40 × magnification). Relative mRNA levels of genes involved in inflammation and oxidative stress were determined by real-time RT–PCR and normalized with HPRT1 as an internal control. **b** Macrophage markers: F4/80, Cd68, Cd63, and Cd11b; **c** Chemokines: Cxcl1, Cxcl10, Ccl2, and Ccr2; Inflammatory cytokines: IL1α, IL1β, Tnfα, and IL-6; **d** Neutrophil activation: Ncf4, Cybα, Cybβ, Ncf2, IL2rg, and Vcam1; Stress: Caspase 3 and Atf4. Data are expressed as the mean ± SEM. Statistical significance relative to control: * p < 0.05, ** p < 0.01, *** p < 0.001 (n = 12, male and female)

Neutrophils, the most abundant leukocytes in circulation, play a vital role in innate immunity [29]. However, inappropriate activation of neutrophils can cause tissue damage, which has been involved in different diseases, including various liver diseases [30, 31]. Our recent study reported that in the WDSW-induced NASH mouse model, the expression levels of major genes involved in neutrophil activation were significantly upregulated in the liver [24]. 

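Icam1 (ENSMUSG00000037405), an adhesion molecule to which neutrophils bind, had 7.31 ± 0.86 CPM (SD, n = 2) in Control mice and 11.6 ± 1.6 CPM (SD, n = 2) in mice labelled HuR hKO after 4 weeks of WDSW, a log2 fold change of 0.67 (standard error 0.197, adjusted p = 0.472 from edgeR). It lies on chromosome 9 of GRCm38 from 21015985 to 21028817. The adhesion molecule gene Vcam1 had 7.65 ± 0.997 and 10.7 ± 0.176 CPM (SD, n = 2 each). Cyba and Cybb, which encode the membrane subunits of the NADPH oxidase, had log2 fold changes of 0.53 and 0.42. Il2rg and Ncf4, the latter a cytosolic subunit of that oxidase, were both at 0.57, with standard errors of 0.339 and 0.486, and Ncf4 was at 0.23 and 0.19 without Control mouse 1 and without mouse 3, and at 0.99 and 0.89 without Control mouse 2 and without mouse 4. All 7 genes were positive, none passed an adjusted p of 0.05 over all genes or when adjusted over the list alone, and 3 were higher at an unadjusted p under 0.05. The study names these 7 genes from this RNA-seq, so their count is not independent evidence of their direction. Their median log2 fold change was 0.53 (camera, adjusted p = 7.57e-04, and adjusted p = 0.551 with an estimated correlation).

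Of 19 genes that mark neutrophils themselves, 3 had enough counts for the test, Csf3r and Prtn3 among them. Csf3r, the receptor of the growth factor G-CSF, had 20 and 22 counts in Control mice and 12 and 20 in mice labelled HuR hKO, a log2 fold change of -0.71 (standard error 0.425). Prtn3 was at 0.003 (-0.81 without Control mouse 1 and 1.96 without Control mouse 2), and none of the 3 passed when adjusted over the list alone (camera, adjusted p = 0.913). Hbb-bs, a beta-globin gene of red blood cells, was highest in mouse 4 and had 1026 and 1288 counts in Control mice and 1659 and 3672 counts in mice 3 and 4 labelled HuR hKO. Of the 10 genes whose names could be read on the heatmap of Fig. S3b, 5 had both libraries labelled HuR hKO above both Control libraries, where chance gives 16.7%, on genes that the study displays from these libraries.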

As shown in Additional file 1: Fig. S3b, the key genes involved in neutrophil activation, such as NADPH oxidase 2 [Nox2, also known as neutrophil cytochrome b heavy chain (Cybβ), or p91phox], neutrophil cytosolic factor 2 (Ncf2, also known as p67phox), Ncf4 (also known as p40phox), Cybα (also known as p22phox), IL-2 receptor gamma unit (IL2rg), intercellular adhesion molecule 1 (ICAM1) and vascular cell adhesion molecule 1 (vcam1), were significantly upregulated in the liver of WDSW-fed HuR^hKO^ mice. The upregulation of mRNA levels was further confirmed by real-time RT–PCR (Fig. 3d). Pathway analysis further showed that oxidative phosphorylation in mitochondria and MAPK signaling pathways were significantly dysregulated in WDSW-fed HuR^hKO^ mice compared to control mice (Additional file 1: Fig.S4 and S5).

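Nuclear genes of oxidative phosphorylation, which encode subunits of the respiratory chain and of ATP synthase, were slightly higher in the mice labelled HuR hKO, with 68 of 80 positive and a median log2 fold change of 0.13. Ndufb4, a complex I subunit gene, had 29.1 ± 4.87 CPM (SD, n = 2) in Control mice and 40.7 ± 13.1 CPM (SD, n = 2) in mice labelled HuR hKO. Atp5s, which acts in coupling the ATP synthase, had 3.94 ± 0.0308 and 2.37 ± 0.397 CPM (SD, n = 2 each). None of the 80 passed an adjusted p of 0.05 from edgeR over all genes or when adjusted over the list alone, and at an unadjusted p under 0.05 there were 0 higher and 1 lower, Atp5s. The group ranked above the other genes (camera, adjusted p = 3.50e-04, and adjusted p = 0.893 with an estimated correlation), but the call was lost without Control mouse 1 (median -0.011, adjusted p = 0.687) and without mouse 4 (median -0.022, adjusted p = 0.541), and the median was 0.256 without Control mouse 2 and 0.234 without mouse 3. The 13 subunit genes of the mitochondrial genome had a median of -0.077 (camera, adjusted p = 0.476), none passed when adjusted over the list alone, and they ranked apart only without mouse 4 (median -0.27, adjusted p = 1.76e-04), with a median of 0.11 without mouse 3. Mitochondrial transcripts made up 7.08% and 7.32% of the counts of Control mice 1 and 2 and 6.57% and 7.64% of those of mice 3 and 4.

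Genes of MAPK signalling lay evenly on both sides, with 70 of 143 positive, 73 negative and a median log2 fold change of -0.007. Mknk2, a kinase that acts on the translation factor eIF4E, had 148 ± 2.21 CPM (SD, n = 2) in Control mice and 216 ± 35.3 CPM (SD, n = 2) in mice labelled HuR hKO. Mapk8, which encodes the stress-activated kinase JNK1, had 17.4 ± 1.07 and 12.2 ± 1.27 CPM (SD, n = 2 each). None of the 143 passed over all genes or when adjusted over the list alone, and 2 were higher and 2 lower at an unadjusted p under 0.05. The list did not rank apart from the other genes (camera, adjusted p = 0.519).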

### HuR is a suppressor of lncRNA H19 transcription

We and others have previously reported that aberrant expression of lncRNA H19 is closely associated with hepatic inflammation and liver fibrosis in various liver diseases, including NASH [12–14]. To further identify the potential underlying mechanisms by which hepatic deletion of HuR promotes NAFLD progression, we examined H19 expression in the livers of human NASH patients and WDSW-induced NASH mouse models. As shown in Fig. 4a, hepatic H19 mRNA levels were increased more than tenfold in human NASH patients compared to healthy controls. Similarly, in NASH mice fed WDSW for 21 weeks, hepatic H19 mRNA levels were increased more than 30-fold compared to control mice (Fig. 4b). Analysis of the publically available RNAseq data set from a most recent study (GSE143358) showed that H19 is the most significantly upregulated gene in liver-specific HuR knockout mice (Fig. 4c) [20]. In a newly developed preclinical NASH–HCC model with C57/BL6NJ mice, H19 is in the top ten upregulated genes (GSE197884) (Fig. 4c) [32]. We also found that H19 was significantly upregulated in the liver of HuR^hKO^ mice fed with WDSW for 4 weeks (Fig. 4d).

**Fig. 4:**
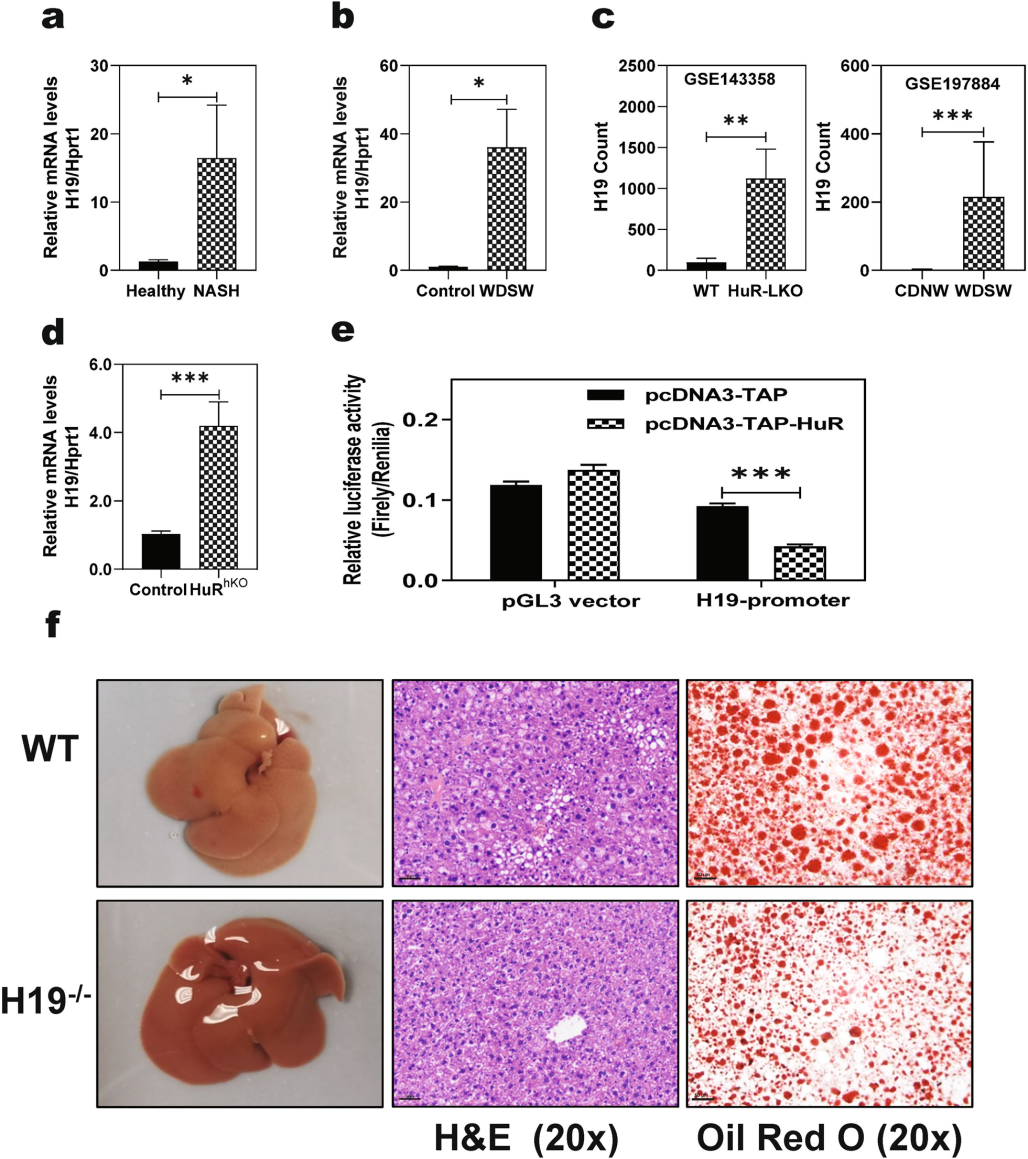
HuR is a suppressor of lncRNA H19 transcription. **a** Relative mRNA levels of lncRNA H19 in the liver of NASH patients and healthy controls were determined by real-time RT–PCR. Statistical significance relative to healthy control, *p < 0.05 (n = 8–10). **b** Relative mRNA levels of H19 in the liver of mice fed a WDSW or control diet for 21 weeks. Statistical significance relative to control mice, *p < 0.05 (n = 5). **c** H19 count from the publically available RNAseq data set (GSE143358) in liver-specific HuR knockout mice; H19 count from the most recent study (GSE197884) in a newly developed preclinical NASH–HCC model with C57/BL6NJ mice. Statistical significance relative to control mice, **p < 0.01 and ***p < 0.001 (n = 3). **d** Relative mRNA levels of H19 in the liver of HuR^hKO^ and control mice fed with WDSW for 4 weeks. Statistical significance relative to control mice, ***p < 0.001 (n = 10–12). **e** Effect of HuR on H19 promoter activity. HEK-293 cells were transfected with pGL3-human H19-promoter or pGL3-control vector together with pcDNA3-TAP-human HuR or pcDNA3-TAP vector along with Renilla control vector. After transfection for 48 h, the luciferase activities were measured using a dual-luciferase reporter assay kit. The promoter activity was expressed by relative luciferase activity using the ratio of firefly luciferase activity to Renilla luciferase activity. Statistical significance relative to control, ***p < 0.001 (n = 5). **f** Representative image of the liver and the liver sections stained with H&E and Oil red O staining (scale bar, 50 µm for 20 × magnification) in H19^−/−^ and WT mice fed with WDSW for 4 weeks

To identify the mechanism underlying HuR deficiency-induced H19 expression, a luciferase reporter assay with a human H19 promoter was performed to examine the impact of HuR on H19 transcriptional activity. As shown in Fig. 4e, overexpression of HuR significantly inhibited H19 promoter activity. To further determine the role of H19 in hepatic steatosis and inflammation in vivo, H19^−/−^ mice and gender and age-matched WT mice were fed a WDSW for 4 weeks. As shown in Fig. 4f, H&E and Oil red O staining indicated that H19^−/−^ mice were protected from WDSW-induced hepatic lipid accumulation.

### HuR regulates the expression of SphK2 and S1PR2

Previous studies have reported that SphK2, a key enzyme in sphingolipid catabolism, plays a critical role in regulating hepatic lipid metabolism [8–10]. Global SphK2 deficient (SphK2^−/−^) mice developed overt fatty liver compared to the control mice on a two-week high-fat diet [10]. SphK2 is primarily located in the cell nucleus. As shown in Fig. 5a, the nuclear protein levels of SphK2 were significantly decreased in the livers of WDSW-fed HuR^hKO^ mice compared to control mice. Deletion of H19 increased SphK2 nuclear protein level (Fig. 5b). However, neither hepatocyte HuR deficiency nor deletion of H19 significantly altered the total protein levels of SphK2 in the livers (Additional file 1: Fig. S6a, b). Our previous studies also reported that S1PR2 deficiency significantly reduced cholestasis-induced cholangiocyte proliferation and liver injury [33]. As shown in Fig. 5c, d, S1PR2 mRNA levels were significantly upregulated in the livers of human NASH patients and the WDSW-induced NASH mouse model. Similarly, both mRNA and protein levels of S1PR2 were significantly increased in WDSW-fed HuR^hKO^ mice. To further elucidate the potential role of S1PR2 in HuR deficiency-induced metabolic liver injury, we examined the effect of overexpression of S1PR2 on H19 promoter activity using the luciferase report assay. As shown in Fig. 5e, S1PR2 significantly enhanced H19 promoter activity.

**Fig. 5:**
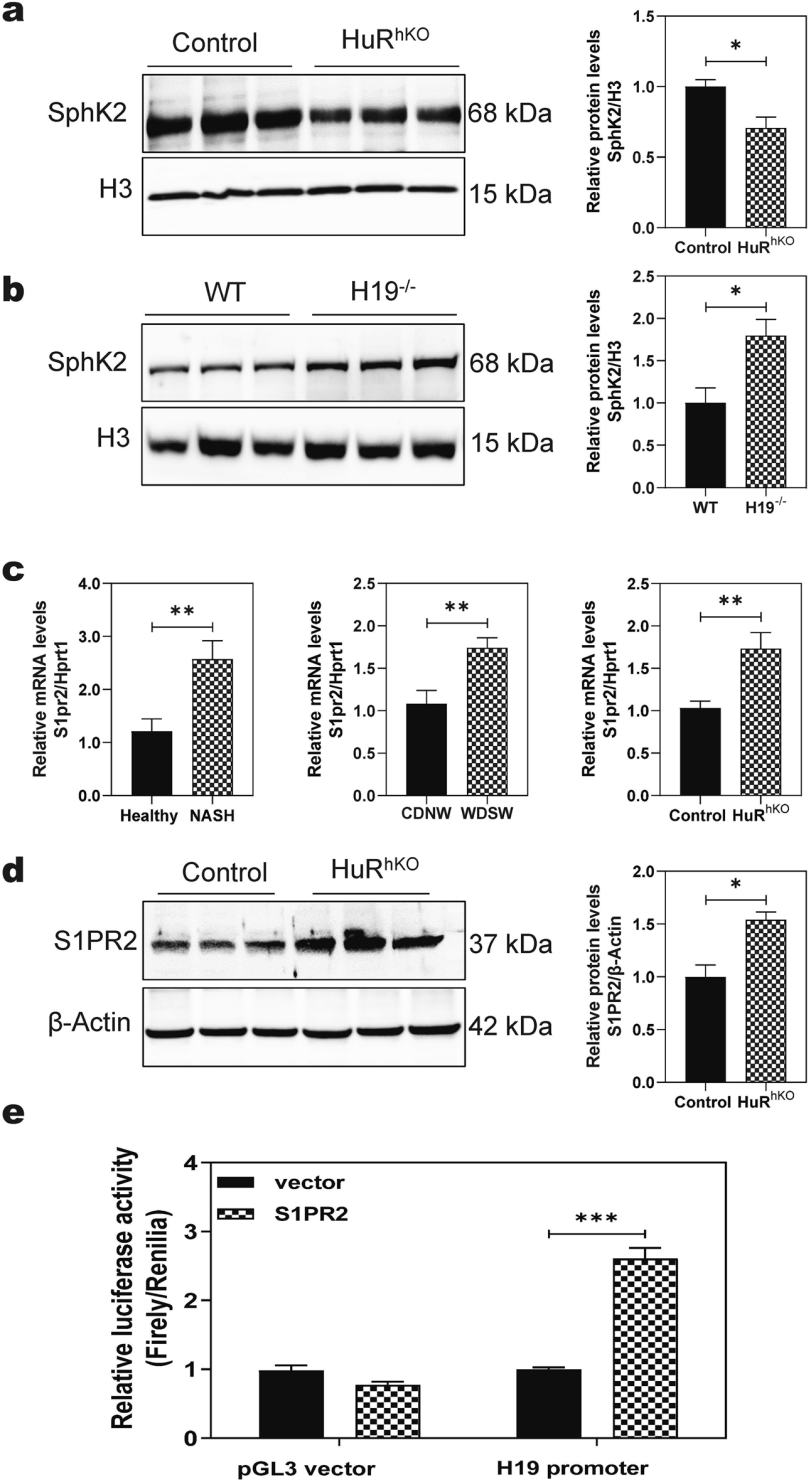
HuR regulates the expression of SphK2 and S1PR2. **a** Representative immunoblot images of nuclear SphK2 in the livers of HuR^hKO^ and control mice fed with WDSW for 4 weeks are shown. The relative protein level of SphK2 was calculated using histone H3 as a loading control. Statistical significance relative to control, *p < 0.05 (n = 3) **b** Representative immunoblot images of nuclear SphK2 in the livers of H19^−/−^ and control mice fed with WDSW for 4 weeks are shown. The relative protein level of SphK2 was calculated using histone H3 as a loading control. Statistical significance relative to control, *p < 0.05 (n = 3). **c** Relative mRNA levels of S1PR2 in the liver of human NASH patients, WDSW-NASH mice, and HuR^hKO^ mice fed with WDSW for 4 weeks, respectively. Statistical significance relative to control, **p < 0.01. **d** Representative immunoblot images of S1PR2 in the liver are shown and normalized with β-actin as an internal control of HuR^hKO^ mice fed with WDSW for 4 weeks. Statistical significance relative to control, *p < 0.05 (n = 3). **e** Effect of S1PR2 on H19 promoter activity. HEK-293 cells were transfected with pGL3-human H19-promoter or pGL3-control vector together with pcDNA3-hS1PR2 or control vector along with Renilla control vector. After transfection for 48 h, the luciferase activities were measured using a dual-luciferase reporter assay kit. The promoter activity was expressed by relative luciferase activity using the ratio of firefly luciferase activity to Renilla luciferase activity. Statistical significance relative to control, ***p < 0.001 (n = 5)

### Hepatocyte-specific HuR deficiency enhances WDSW-induced dysregulation of bile acid homeostasis

Bile acids are critical in regulating hepatic lipid, glucose, and energy metabolism as they are important signaling molecules [24, 34, 35]. LC–MS/MS analysis of serum bile acid levels indicated that hepatocyte-specific HuR deficiency aggravated WDSW-induced disruption of bile acid homeostasis (Fig. 1d, e, Additional file 1: Table S2 and S3). Real-time PCR analysis showed that the expression levels of two rate-limiting enzymes in the bile acid synthesis pathway, cholesterol 7 alpha-hydroxylase (Cyp7α1) and cholesterol 27 alpha-hydroxylase (Cyp27α1), were significantly decreased. In contrast, the expression levels of small heterodimer partner (Shp) and Na + -taurocholate cotransporting polypeptide (Ntcp) were significantly upregulated in the livers of WDSW-fed HuR^hKO^ (Fig. 6a). To further determine the impact of hepatocyte-specific deletion of HuR on enterohepatic circulation, the bile acid composition and levels in the liver, intestinal ileum, and cecal contents were measured using LC–MS/MS. As shown in Fig. 6b, the percentage of TCA in total hepatic bile acids was increased from 27% (Control) to 40% (HuR^hKO^), while βMCA was decreased from 39% (Control) to 24% (HuR^hKO^). Although the total liver bile acids showed no significant changes between the WDSW-fed HuR^hKO^ mice and control mice, the TCA level, the ratio of total primary conjugated bile acids to total primary unconjugated bile acids, the ratio of total conjugated bile acids to total unconjugated bile acids, and the ratio of total secondary conjugated bile acids to total secondary unconjugated bile acids were increased in HuR^hKO^ mice (Fig. 6c, Additional file 1: Table S4 and S5). Moreover, it should be noted that TCA has been shown to be a potent activator of S1PR2 [36]. In the intestinal ileum, as shown in Additional file 1: Fig. S7a, the percentage of TCA in total bile acids was increased from 27% (Control) to 35% (HuR^hKO^). Hepatocyte HuR deficiency had no significant effect on intestinal total bile acids, the ratio of total primary conjugated bile acids to total primary unconjugated bile acids, and the ratio of total conjugated bile acids to total unconjugated bile acids in the intestine (Additional file 1: Fig. S7b and Additional file 1: Table S6, S7). However, hepatocyte HuR deficiency significantly reduced bile acid levels, including total bile acids, total unconjugated bile acids, total primary bile acids, and total secondary bile acids in the cecal contents (Fig. 6d, Additional file 1: Fig. S7c, d, and Additional file 1: Tables S8, S9). Under normal diet feeding conditions, the deletion of HuR in hepatocytes significantly changed bile acid levels and composition in the serum. As shown in Additional file 1: Fig. S8a, the percentages of TCA and TβMCA in total bile acids increased from 14 to 63% and 3% to 20%, respectively, in normal diet fed HuR^hko^ mice. While the percentage of βMCA decreased from 25 to 1%. The total bile acid level and ratios of total primary bile acid to total bile acid and total primary bile acid to total secondary bile acids were also increased in the serum of normal diet-fed HuR^hko^ mice (Additional file 1: Tables S10, S11). There were no significant changes in hepatic bile acid level and composition in normal diet-fed HuR^hko^ mice (Additional file 1: Fig. S8b, Tables S12, S13). However, the total bile acid levels in the intestine and cecal contents were reduced, although the bile acid composition was not significantly changed in normal diet-fed HuR^hko^ mice (Additional file 1: Tables S14–17; Fig. S9).

**Fig. 6:**
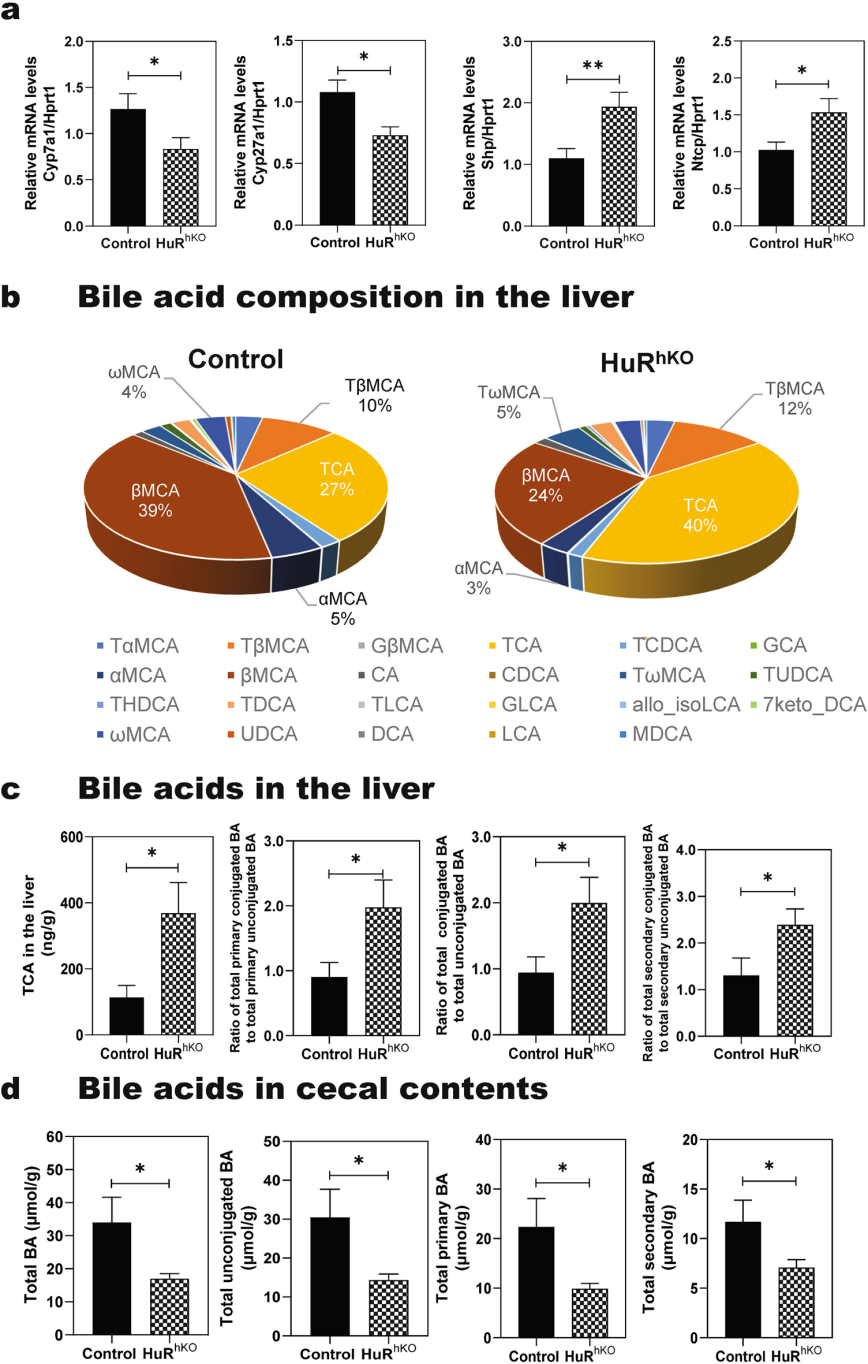
Hepatocyte-specific HuR deficiency enhances WDSW-induced dysregulation of bile acid homeostasis. **a** Relative mRNA levels of Cyp7a1, Cyp27a1, Shp, and Ntcp are shown and normalized with HPRT1 as an internal control in the liver of HuR^hKO^ vs. Control mice fed with WDSW for 4 weeks. **b** BA composition profile in the liver is expressed by % of total BA. **c** TCA, the ratio of total primary conjugated BA to total primary unconjugated BA, the ratio of total conjugated BA to total unconjugated BA, and the ratio of total secondary conjugated BA to total secondary unconjugated BA in the liver. **d** Total BA, total unconjugated BA, total primary BA, and total secondary BA in the cecal contents. Data are expressed as the mean ± SEM. Statistical significance relative to control: * p < 0.05, ** p < 0.01, n = 8–12

### Hepatocyte-specific HuR deficiency enhances WDSW-induced hepatic fibrosis

To further examine the impact of hepatic HuR in WDSW-induced NAFLD disease progression, both control and HuR^hKO^ mice were fed ad libitum a WDSW for 12 weeks to induce NASH and early fibrosis. As shown in Additional file 1: Fig. S10a, HuR protein levels were significantly downregulated in the livers of HuR^hKO^ mice. As expected, H&E staining showed that HuR^hKO^ mice fed WDSW for 12 weeks exacerbated intra-acinar (lobular) inflammation, hepatocellular ballooning, and macrovesicular steatosis (Fig. 7a). Similar to the 4-week WDSW feeding study in HuR^hKO^ mice (Fig. 4d), the hepatic H19 expression level was significantly upregulated in 12-week WDSW-feeding HuR^hKO^ mice (Fig. 7b). The key genes involved in the fatty acid synthesis and lipid metabolism were also increased in HuR^hKO^ mice compared to the control mice, including sterol regulatory element-binding protein 2 (Srebp2), Pparα, elovl fatty acid elongase 7 (Elovl7), 3-hydroxy-3-methylglutaryl coenzyme-A (HMG-CoA) reductase (HMG-CoAR), PPARG Coactivator 1 Alpha (Pgc1α), lipoprotein lipase (Lpl), fibroblast growth factor 21 (Fgf21), fatty acid desaturase (Fads2), and Cyclin D1 (Additional file 1: Fig. S10b). As shown in Fig. 7c, HuR^hKO^ mice fed WDSW for 12 weeks resulted in enhanced macrophage infiltration to the liver, as indicated by IHC staining of F4/80. In addition, the mRNA levels of F4/80, Cd11b, Cd63, Cd68, Ccl2, Ccr2, Tnfα, Cd14, Tlr4, ceramide kinase (Cerk), Caspase 1, and cyclooxygenase 2 (Cox-2) were significantly increased in the liver of HuR^hKO^ mice (Additional file 1: Fig. S11a). Furthermore, as shown in Additional file 1: Fig. S11b, the expression levels of key genes involved in neutrophil activation were also significantly upregulated in the liver of HuR^hKO^ mice fed WDSW for 12 weeks, including Nox2, neutrophil cytosolic factor 1 (Ncf1), Ncf2, Ncf4, Cybα, Il2rg, Elastin, and Selectin. These findings were consistent with the results in HuR^hKO^ mice fed WDSW for 4 weeks, indicating hepatocyte-specific HuR deficiency enhances WDSW-induced dysregulation of hepatic lipid metabolism and activation of inflammatory response.

**Fig. 7:**
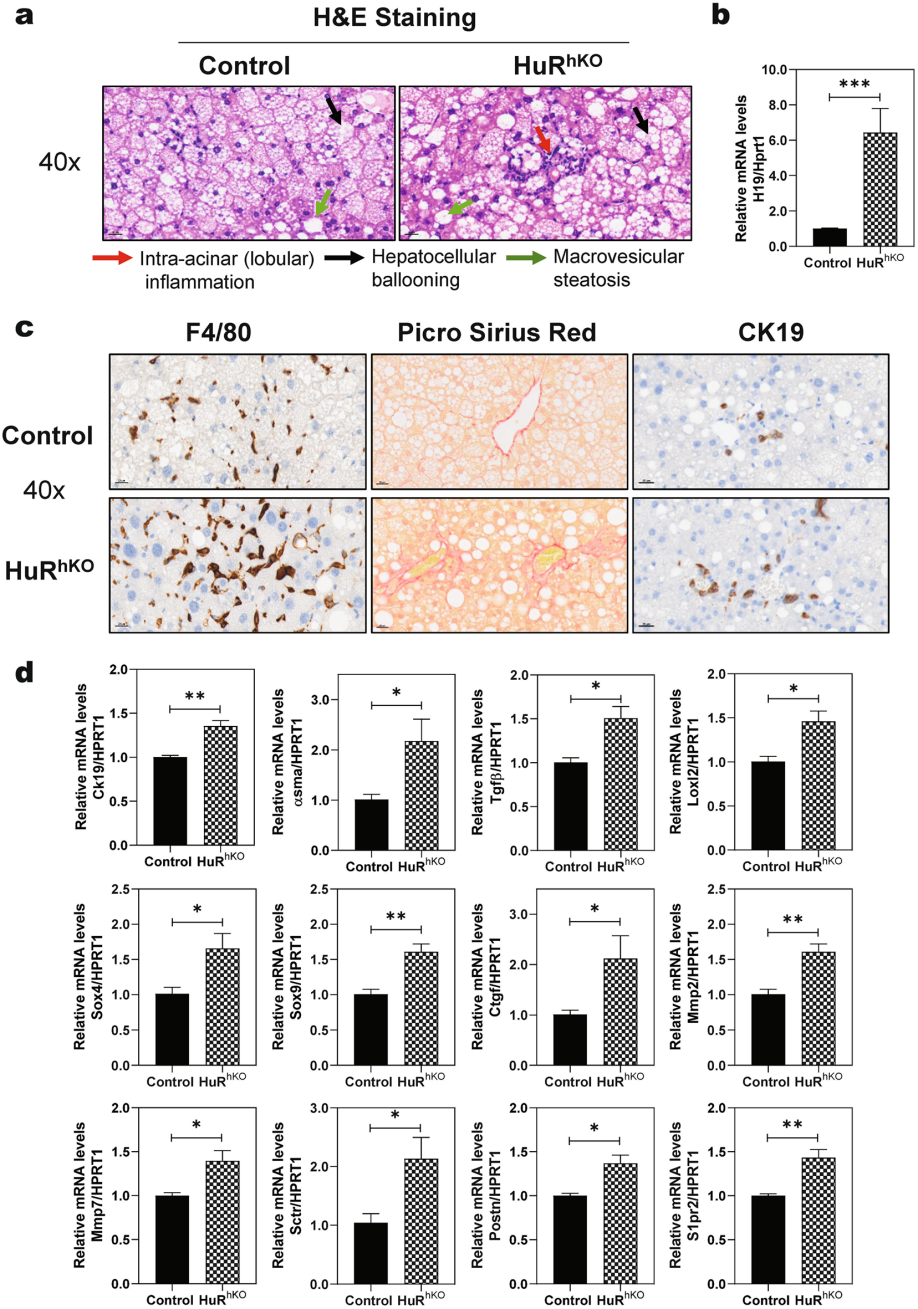
Hepatocyte-specific HuR deficiency aggravates WDSW-induced hepatic fibrosis. HuR^hKO^ and control mice were fed ad libitum a WDSW for 12 weeks. **a** Representative H&E staining images of the liver sections (scale bar, 20 μm for 40× magnification). **b** Relative mRNA levels of H19 in the liver of HuR^hKO^ and control mice. **c** Representative images of the liver sections stained with F4/80, Picro Sirius Red staining, and IHC staining of CK19 (scale bar, 20 μm for 40 × magnification). **d** Relative mRNA levels of genes involved in hepatic fibrosis were determined by real-time RT–PCR and normalized with HPRT1 as an internal control. Relative mRNA levels of Ck19, α-Sma, Tgfβ, Lox12, Sox4, Sox9, Ctgf, Mmp2, Mmp7, Sctr, Postn, and S1pr2 are shown. Data are expressed as the mean ± SEM. Statistical significance relative to control: *p < 0.05, **p < 0.01, ***p < 0.001, n = 10–12.

Hepatic cell injury and inflammation are the major driving forces of hepatic fibrosis, which is closely associated with mortality in NASH patients [37]. To determine the impact of hepatic HuR on the progression of NASH fibrosis, we performed Picro Sirus Red staining, IHC staining of CK-19 and real-time PCR analysis. As shown in Fig. 7c, 12-week WDSW-feeding induced early fibrosis in HuR^hKO^ mice but much less in control mice. CK-19 staining indicated that hepatocyte-specific HuR deficiency significantly exacerbated WDSW-induced cholangiocyte proliferation. The mRNA expression levels of fibrotic genes were significantly upregulated in 12-week WDSW-feeding HuR^hKO^ mice, including Ck19, smooth muscle actin (α-Sma), transforming growth factor-beta 1 (Tgfβ1), lysyl oxidase-like 2 (Loxl2), SRY (sex-determining region Y)-box 4&9 (Sox4&9), connective tissue growth factor (Ctgf), matrix metallopeptidase 2 and 7 (Mmp2&7), secretin receptor (Sctr), periostin (Postn), and S1pr2, indicating hepatocyte-specific HuR deficiency aggravates WDSW-induced hepatic fibrosis (Fig. 7d).

### H19 downregulation alleviates WDSW-induced NAFLD in HuR^hKO^ mice

Based on our results and published RNAseq data, H19 upregulation may represent a major cellular mechanism underlying WDSW-induced NAFLD in HuR^hKO^ mice. To verify the role of H19 in WDSW-induced NAFLD in HuR^hKO^ mice, HuR^hKO^ mice were injected with a recombinant adenovirus encoding an H19 shRNA or control adenovirus (GFP) while being fed ad libitum a WDSW for 4 weeks. As shown in Fig. 8a, the H19 levels in the liver were significantly decreased after injection of adenovirus of H19 shRNA compared to injection of control adenovirus. Down-regulation of H19 reversed the WDSW-induced decrease of nuclear SphK2 protein (Fig. 8b). H&E staining showed that downregulation of H19 in HuR^hKO^ mice reduced WDSW-induced intra-acinar (lobular) inflammation, hepatocellular ballooning, and macrovesicular steatosis (Fig. 8c). The Picro-Sirius Red staining also showed that downregulation of H19 in HuR^hKO^ mice reduced WDSW-induced early fibrosis (Fig. 8d). Together, these results suggest that the upregulation of H19, at least partially, contributes to WDSW-induced NAFLD development in HuR^hKO^ mice.

**Fig. 8:**
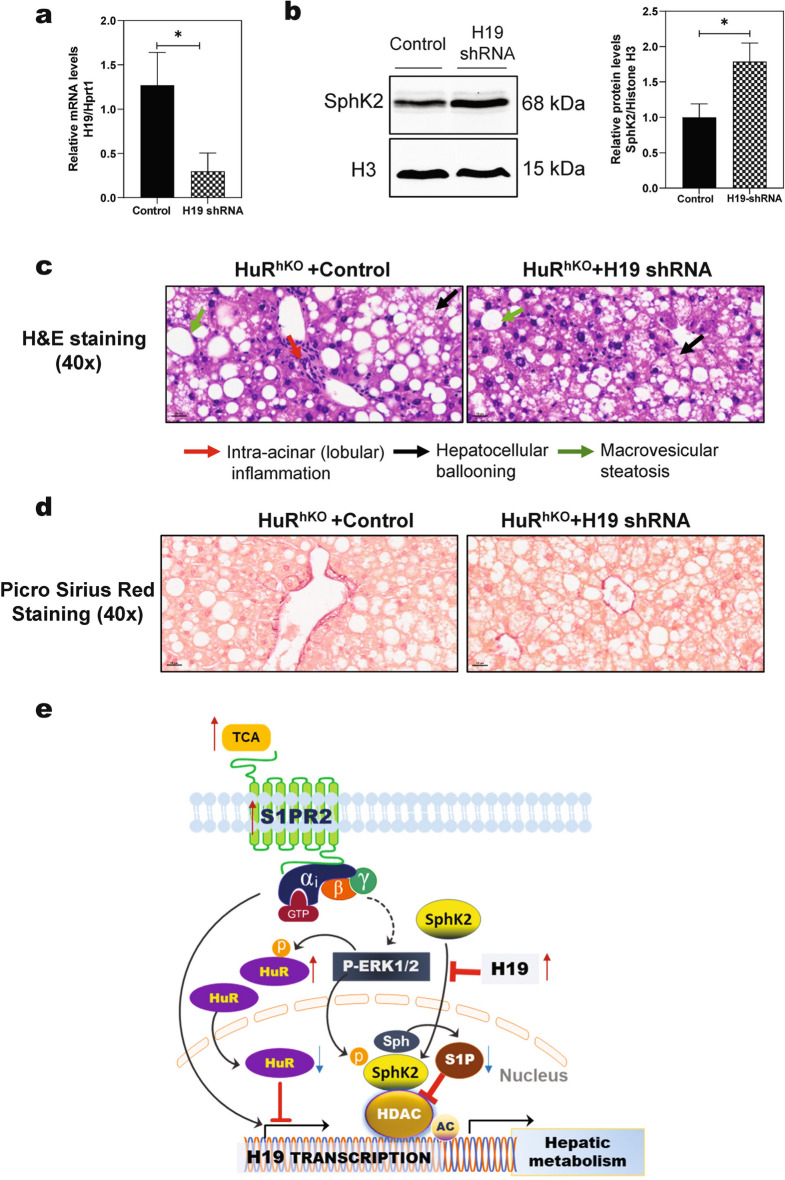
H19 downregulation alleviates WDSW-induced NAFLD in HuR^hKO^ mice. HuR^hKO^ mice were injected with a recombinant adenovirus encoding an H19 shRNA or control adenovirus (GFP) while being fed ad libitum a WDSW for 4 weeks. **a** Relative mRNA levels of H19 in livers injected with H19 shRNA adenovirus compared control adenovirus. Data are expressed as the mean ± SEM. Statistical significance relative to control: *p < 0.05, n = 5. **b** Representative immunoblot images of nuclear SphK2 in the liver are shown. Relative protein levels of nuclear SphK2 were normalized using histone H3. Statistical significance relative to control: *p < 0.05, n = 5. **c** Representative H&E staining images of the liver sections (scale bar, 20 μm for 40 × magnification). **d** Representative Picro Sirius Red staining images of the liver sections (scale bar, 20 μm for 40 × magnification). **e** Schematic diagram of the potential mechanism of HuR in attenuating WDSW-induced NAFLD. The current study demonstrated that HuR functions as an important regulator of hepatic lipid metabolism, enterohepatic bile acid homeostasis, inflammation, and fibrosis by suppressing H19 expression and modulating the SphK2 nuclear protein level. Bile acid-induced activation of S1PR2 may also contribute to NASH fibrosis. Hepatocyte-specific modulation of HuR expression and its downstream target, H19, may be used to develop potential therapeutics for NAFLD

## Discussion

The prevalence of NAFLD has been continuously increasing during the last decade globally due to obesity. Recently, there has been compelling evidence supporting the “Multi-hit” over the “Two-hit” hypothesis of NAFLD pathogenesis [2, 38–40]. In addition to the dysregulation of hepatic lipid metabolism, the progression from NAFL to NASH is correlated with systemic and adipose tissue inflammation, individual genetic and epigenetic factors, complex environmental factors, dysbiosis and disruption of bile acids homeostasis [2, 40]. Histologically, NASH is characterized by steatosis, inflammation, hepatocyte injury (ballooning), and/or fibrosis [40]. Emerging evidence has demonstrated the involvement of HuR in the pathogenesis of various liver diseases, including fatty liver diseases, hepatic inflammation, viral hepatitis, liver fibrosis, and liver cancers [20–22, 41]. In the present study, we demonstrated that in HuR^hKO^ mice, lack of HuR in hepatocytes exacerbated the progression of WDSW-induced NAFLD as indicated by enhanced liver steatosis, inflammation, and fibrosis, consistent with the findings in the recent studies [20]. 

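In the liver RNA-seq of mice fed WDSW for 4 weeks, H19 (ENSMUSG00000000031), an imprinted long noncoding RNA, was close to the limit of detection. H19 lies on chromosome 7 of GRCm38 from 142575529 to 142578143, on the minus strand. It had 6 and 0 counts in Control mice 1 and 2, and 2 and 5 counts in mice 3 and 4 labelled HuR hKO, too few for the filter of the test. Summed over each group this is 0.225 CPM in Control mice and 0.211 CPM in mice labelled HuR hKO, a ratio of 0.938 with an exact 95% interval from 0.27 to 3.38 that covers counting error only. The ratio was 0.467 without Control mouse 2, 1.17 without mouse 3 and 0.62 without mouse 4. Without Control mouse 1 there is no ratio, because the Control count is 0, and the interval runs from 0.577 with no upper bound. A count of 0 allows up to 0.224 CPM in Control mouse 2, taking 3 counts as the limit.

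S1pr2 (ENSMUSG00000043895), the sphingosine-1-phosphate receptor that conjugated bile acids activate, had 71 and 63 counts in Control mice and 125 and 124 counts in mice labelled HuR hKO. This is 5.02 ± 0.452 CPM (SD, n = 2) against 7.65 ± 1.51 CPM (SD, n = 2), a log2 fold change of 0.60 (standard error 0.235, adjusted p = 0.616 from edgeR), and of 0.37 without mouse 3. It lies on chromosome 9 of GRCm38 from 20962361 to 20976781. Both libraries labelled HuR hKO lay above both Control libraries, but none of 14 tested genes of sphingosine-1-phosphate and ceramide metabolism, S1pr2 included, passed over all genes or when adjusted over the list alone. Sphk2, the nuclear sphingosine kinase gene, was at a log2 fold change of 0.15 (standard error 0.146) and at -0.017 without mouse 4, S1pr5 was at 0.39 and at -0.011 without mouse 3, and the ceramidase gene Asah2 was at -0.29 and at 0.018 without depth scaling. The list had 9 positive and 5 negative members and a median of 0.045 (camera, adjusted p = 0.913), which was -0.03 without Control mouse 1 and -0.018 without mouse 3.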

Using RNA transcriptome analysis combined with histological examination, we found that hepatocyte-specific HuR deficiency upregulated the expression of H19 and S1PR2 (Figs. 4, 5). Our current study also discovered that hepatocyte-specific HuR deficiency significantly disrupted bile acid homeostasis.

Two studies reported that HuR played a critical role in modulating lipid homeostasis in response to metabolic stress using liver-specific HuR knockout mice [20, 41]. In the study by Zhang et al. no significant change was noticed in hepatic lipid accumulation and liver function under a chow diet [41]. However, the recent study by Subramanian, P. et al. showed significant hepatic lipid accumulation in liver-specific HuR knockout mice under normal diet feeding [20]. Since studies did not specify the gender and age of the mice, the discrepancy could be due to the gender and age difference or other environmental factors. In our HuR^hKO^ mice, we did not observe a significant change in hepatic lipid accumulation under a normal diet condition (Additional file 1: Fig.S1j).

Hepatic lipid accumulation is associated with dysregulated fatty acid biosynthesis and lipid metabolism [42]. The results of the current study showed that the essential genes involved in fatty acid biosynthesis were significantly increased in the liver of HuR^hKO^ mice fed WDSW for 4 or 12 weeks (Fig. 2 and Additional file 1: Fig. S10). Inflammation and oxidative stress are important drivers for NAFLD disease progression [27, 43, 44]. Our data showed that hepatocyte-specific deficiency of HuR significantly increased the expression of macrophage markers, various chemokines, innate immune responses markers, and chemokines in the livers of HuR^hKO^ mice (Fig. 3 and Additional file 1: Fig. S11a). The activation of neutrophils contributes to NAFLD/NASH progression [45, 46]. We have previously reported that neutrophils were activated in a WDSW-induced NASH mouse model [24]. Consistently, RNA-seq data and real-time RT–PCR results indicated that hepatocyte-specific deficiency of HuR was able to exacerbate WDSW-induced activation of neutrophils (Fig. 3d and Additional file 1: Fig. S3b and S11b). Hepatic fibrosis is a vital marker during the progression from NAFL to NASH. The results of our current study demonstrated that hepatic deficiency of HuR also induced early hepatic fibrosis by modulating key genes involved in hepatic stellate cell activation and cholangiocyte proliferation after a WDSW feeding for 12 weeks (Fig. 7c, d). In contrast, a previous study reported that HuR is upregulated in the liver of human cirrhotic patients and BDL mouse models. HuR silencing using siRNA had beneficial functions during BDL-induced cholestatic liver injury and HSC activation [47]. However, the cell-type-specific role of HuR in this study remains unclear. Based on our current data, it is clear that HuR may play a protective role in hepatocytes in the progression of NAFL to NASH. Consistent with this hypothesis, we found that HuR protein level was significantly reduced in NASH–HCC patients (Additional file 1: Fig. S12a, b).

H19 is the first lncRNA identified and characterized as the first imprinted gene in eukaryotes as a hepatic fetal-specific non-translatable mRNA in the late 1980s and has been implicated in various liver diseases [12]. We have previously reported that H19 promoted hepatic stellate cell activation and cholestatic liver fibrosis [13, 14]. The current studies showed that H19 was highly expressed in human NASH patients and NASH mouse models (Figs. 4a, b). We also found that hepatic H19 level was significantly upregulated in HuR^hKO^ mice fed-WDSW for 4 or 12 weeks (Figs. 4d and 7b). Interestingly, in a recent study with liver specific HuR knockout mice, H19 is the most significantly upregulated gene (Fig. 4c, GSE143358). Similarly, in a new NASH–HCC mouse model, H19 ranked the top ninth among significantly upregulated genes (Fig. 4c, GSE197884). We further showed that HuR inhibited H19 transcription by suppressing the H19 promoter activity (Fig. 4e). Although HuR has been extensively studied as an RNA-binding protein, it has been reported that many RNA-binding proteins, including HuR, can function as transcription factors [48]. Furthermore, H19 deficiency protected mice from WDSW-induced NAFLD (Fig. 4f); and downregulation of H19 in HuR^hKO^ mice significantly reduced WDSW-induced hepatic lipid accumulation, inflammation and liver fibrosis (Fig. 8c, d).

We and others have previously reported that SphK2 is an important regulator of hepatic lipid metabolism and ER stress [9, 10]. Consistently, in the current study, we also found that the nuclear SphK2 levels were dramatically decreased in the liver of WDSW-induced HuR^hKO^ mice but increased in WDSW-induced H19^−/−^ mice (Fig. 5a, b). However, neither HuR nor H19 had significant effects on the total protein level of SphK2 (Additional file 1, Fig.S6). The results indicated that HuR or H19 might regulate the translocation of SphK2 from the cytosol into the nucleus. Consistently, downregulation of H19 using an H19 shRNA in HuR^hKO^ mice increased the nuclear protein level of SphK2 in the liver (Fig. 8b).

Bile acids are important signaling molecules in regulating hepatic lipid metabolism, inflammation, and fibrotic response. Altered circulating bile acid composition is associated with the severity of NASH [23]. Increased hepatic/serum conjugated primary bile acids may be an important factor in cholestatic liver injury and liver fibrosis by activating S1PR2 and H19 [13, 33]. Consistent with the previous studies, total conjugated primary bile acids were significantly increased in the serum of WDSW-fed HuR^hKO^ mice, together with the increased total bile acids and TCA (Fig. 1d, e, Additional file 1: Table S2-3). In addition, the current study showed that hepatic deficiency of HuR disrupted bile acid homeostasis by modulating key enzymes of bile acid synthesis, nuclear receptors, and hepatic bile acid transporters (Fig. 6a). Interestingly, the β-MCA level was significantly decreased in the serum and liver of WDSW-fed HuR^hKO^ mice (Fig. 1d and 6b). This may be caused by the down-regulation of Cyp2c70 (Additional file 1: Fig. S12c), which catalyzes the conversion of CDCA into αMCA and possible reduction of gut microbiome-mediated epimerization of 7α-MCA into 7β-MCA [49]. In addition, hepatocyte-specific deficiency of HuR induced dysregulation of intrahepatic bile acid homeostasis under both normal diet and WDSW feeding conditions (Fig. 6b–d and Additional file 1: Figs.S7–S9, and Additional file 1: Tables S4–S17). These findings provided strong evidence for a protective role of hepatocyte-specific HuR in NAFLD progression by modulating enterohepatic bile acid circulation.

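Cyp2c70 (ENSMUSG00000060613), which hydroxylates chenodeoxycholic acid at carbon 6 to give muricholic acids, had 443 ± 41 CPM (SD, n = 2) in the Control mice and 364 ± 32.4 CPM (SD, n = 2) in the mice labelled HuR hKO after 4 weeks of WDSW. It lies on chromosome 19 of GRCm38 from 40153353 to 40187333, in the Cyp2c cluster. Its log2 fold change was -0.29 (standard error 0.148, adjusted p = 0.704 from edgeR). Both libraries labelled HuR hKO lay below both Control libraries when scaled for depth, and the log2 fold change was 0.042 without that scaling, which moves the median of all genes to 0.31. Of 15 listed genes of bile acid synthesis, 12 were negative and 3 positive with a median of -0.13. Cyp7a1, the rate-limiting enzyme of the classical pathway, was the 1 gene lower at an unadjusted p under 0.05, and none passed over all genes or when adjusted over the list alone. The list did not rank apart from the other genes (camera, adjusted p = 0.0665), although it did in DESeq2 (adjusted p = 0.0359), without the expression filter (adjusted p = 0.0338) and without mouse 4 (median -0.25, adjusted p = 9.61e-04), and its median was -0.043 without mouse 3.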

We have previously reported that TCA-induced activation of S1PR2 promotes cholestatic liver injury [33]. In the current study, we also found that S1PR2 expression was upregulated in the livers of human NASH patients and NASH mice (Fig. 5c). Importantly, we found both mRNA and protein levels of S1PR2 were upregulated in HuR^hKO^ mice (Fig. 5c, d). Moreover, S1PR2 overexpression enhanced H19 transcription by increasing the H19 promoter activity (Fig. 5e). Since S1PR2 is a cell membrane GPCR, its effect on the H19 promoter is likely mediated by its downstream signaling molecules via activation of ERK1/2. Although the current study showed that S1PR2 expression was increased in HuR^hKO^ mice fed with WDSW, the luciferase reporter assay indicated that HuR had no direct effect on S1PR2 expression (Data not shown). Our previous studies showed that conjugated bile acids activate ERK via the S1PR2, resulting in the activation of nuclear SphK2 [10, 36]. Activation of SphK2 ameliorates metabolic stress-induced hepatic lipid accumulation [9]. In HuR^hKO^ mice, upregulation of H19 reduced SphK2 nuclear translocation under WDSW feeding condition.

## Conclusion

In summary, as illustrated in Fig. 8e, the current study has demonstrated that HuR functions as an important regulator of hepatic lipid metabolism, enterohepatic bile acid homeostasis, inflammation, and fibrosis by suppressing H19 expression and modulating SphK2 nuclear protein level. Bile acid-induced activation of S1PR2 may also contribute to NASH fibrosis via upregulating H19. In addition, the phosphorylation status of HuR impacts its intracellular localization. It has been reported that ERK-mediated phosphorylation of HuR increases cytosolic HuR levels and reduces nuclear HuR [50, 51]. Hepatocyte-specific modulation of HuR expression and its downstream target, H19, may be used to develop potential therapeutic targets for NAFLD.

## Materials and methods

### Animal experiments

Both male and female mice were used for all in vivo studies. *HuR*^*flox/flox*^ mice (C57BL/6 J) were from the Jackson Laboratory (Bar Harbor, ME). Hepatocyte-specific HuR knockout (HuR^hKO^) mice were generated by tail-vein injection of *HuR*^*flox/flox*^ mice with AAV8-thyroxine-binding globulin promoter (TBGP)-Cre recombinase from Addgene (Watertown, MA). Control mice were injected with the same amount of AAV8-TBGP-GFP from Vector Biolabs (Malvern, PA). Age and gender-matched HuR^hKO^ and control mice were fed ad libitum a Western diet, with 42% kcal from fat and containing 0.1% cholesterol from Envigo (Cat#: TD.88137, Indianapolis, IN) with a high fructose-glucose solution (23.1 g/L d-fructose + 18.9 g/L d-glucose) (Western diet plus sugar water, WDSW) for 4 weeks or 12 weeks. Age and gender-matched H19 knockout (H19^−/−^) (the maternal H19ΔExon1/ + mice with C57BL/6 J background generated by Dr. Karl Pfeifer at NIH and provided by Dr. Jian-Ying Wang at the University of Maryland (Baltimore, MD, USA) and WT mice were fed ad libitum a WDSW for 4 weeks. An adenovirus expressing H19 shRNA (A gift from Dr. Li Wang, The Institute for Systems Genomics at the University of Connecticut) was used to knock down H19 expression in HuR^hKO^ mice via tail-vein injection and adenovirus of GFP was used as a control. All mice were housed in a 12 h light/12 h dark cycle with a controlled room temperature between 21 and 23 °C and free access to water. All animal experiments were performed following institutional guidelines for ethical animal studies and approved by the VCU Institutional Animal Care and Use Committee. At the end of the experiment, mice were weighed and anesthetized by exposure to inhaled isoflurane. Blood was collected by cardiac puncture. The serum was collected and stored at − 80 °C for later analysis. After euthanasia, the liver was collected for histological analysis, RNA profiling, and Western blot analysis.

### Transient transfection and dual-luciferase report assay

HEK-293 cells with a density of 75% were inoculated into 24-well plates at a density of 2 × 10^5^ cells per well and cultured for 24 h. The cells were transfected with pGL3-human H19-promoter (a gift from Dr. Xiaodi Tan at Northwestern University (Chicago, IL) or pGL3-control vector together with pcDNA3-TAP-human HuR or pcDNA3-TAP vector (gifts from Dr. Jian-Ying Wang at University of Maryland) along with Renilla control vector, pGL4.76-hRluc/Hygro from Promega (Madison, WI) using PolyJet from SignaGen Laboratories (Frederick MD) according to the manufacturer's instructions (n = 6). After 48 h, the cells were washed with PBS, and the cell lysates were collected for firefly and Renilla luciferase activity assays using a dual-luciferase reporter assay kit (E1910) from Promega (Madison, WI). The promoter activity was expressed using the ratio of firefly luciferase activity to Renilla luciferase activity.

### Human liver tissues

Frozen human liver tissues (Healthy and NASH patients, both male and female) were obtained through the Liver Tissue Cell Distribution System (Minneapolis, MN), funded by the National Institutes of Health (Contract# HSN276201200017C).

### Statistical analysis

Data are expressed as the mean ± SEM from at least three independent experiments. The student's t-test was used to analyze the difference between the two groups by GraphPad Prism (version 8; GraphPad Software Inc., San Diego, CA). p ≤ 0.05 was considered statistically significant.

## Supplementary Information

**Additional file 1: **Additional methods, Supplementary figures, Supplementary tables, and raw image files. The accession number for the raw data FASTQ and processed data file deposit in NCBI is GEO: GSE231215.

## Data Availability

Detailed methods and datasets generated and/or analyzed during the current study are available in the Additional file 1.

## Abbreviations

NAFLD: Nonalcoholic fatty liver disease
HuR: Human antigen R
HuR^hKO^: Hepatocyte-specific HuR knockout
WDSW: Western diet plus sugar water
SphK2: Sphingosine kinase 2
NASH: Nonalcoholic steatohepatitis
HCC: Hepatocellular carcinoma
S1PR2: Sphingosine-1 phosphate receptor 2
lncRNA: Long noncoding RNA
H19^−^^/^^−^: H19 knockout
RNA-Seq: RNA Sequencing
BA: Bile acid
H&E: Hematoxylin and eosin
IHC: Immunohistochemistry
TCA: Taurocholic acid
Fads: Fatty acid desaturases
Lxr: Liver X receptor
Ppar: Peroxisome proliferator-activated receptor

# Supplementary material for: RNA binding protein HuR protects against NAFLD by suppressing long noncoding RNA H19 expression
**Source:** Cell Biosci. 2022 Oct 12;12:172. doi: 10.1186/s13578-022-00910-7

# Figure S1

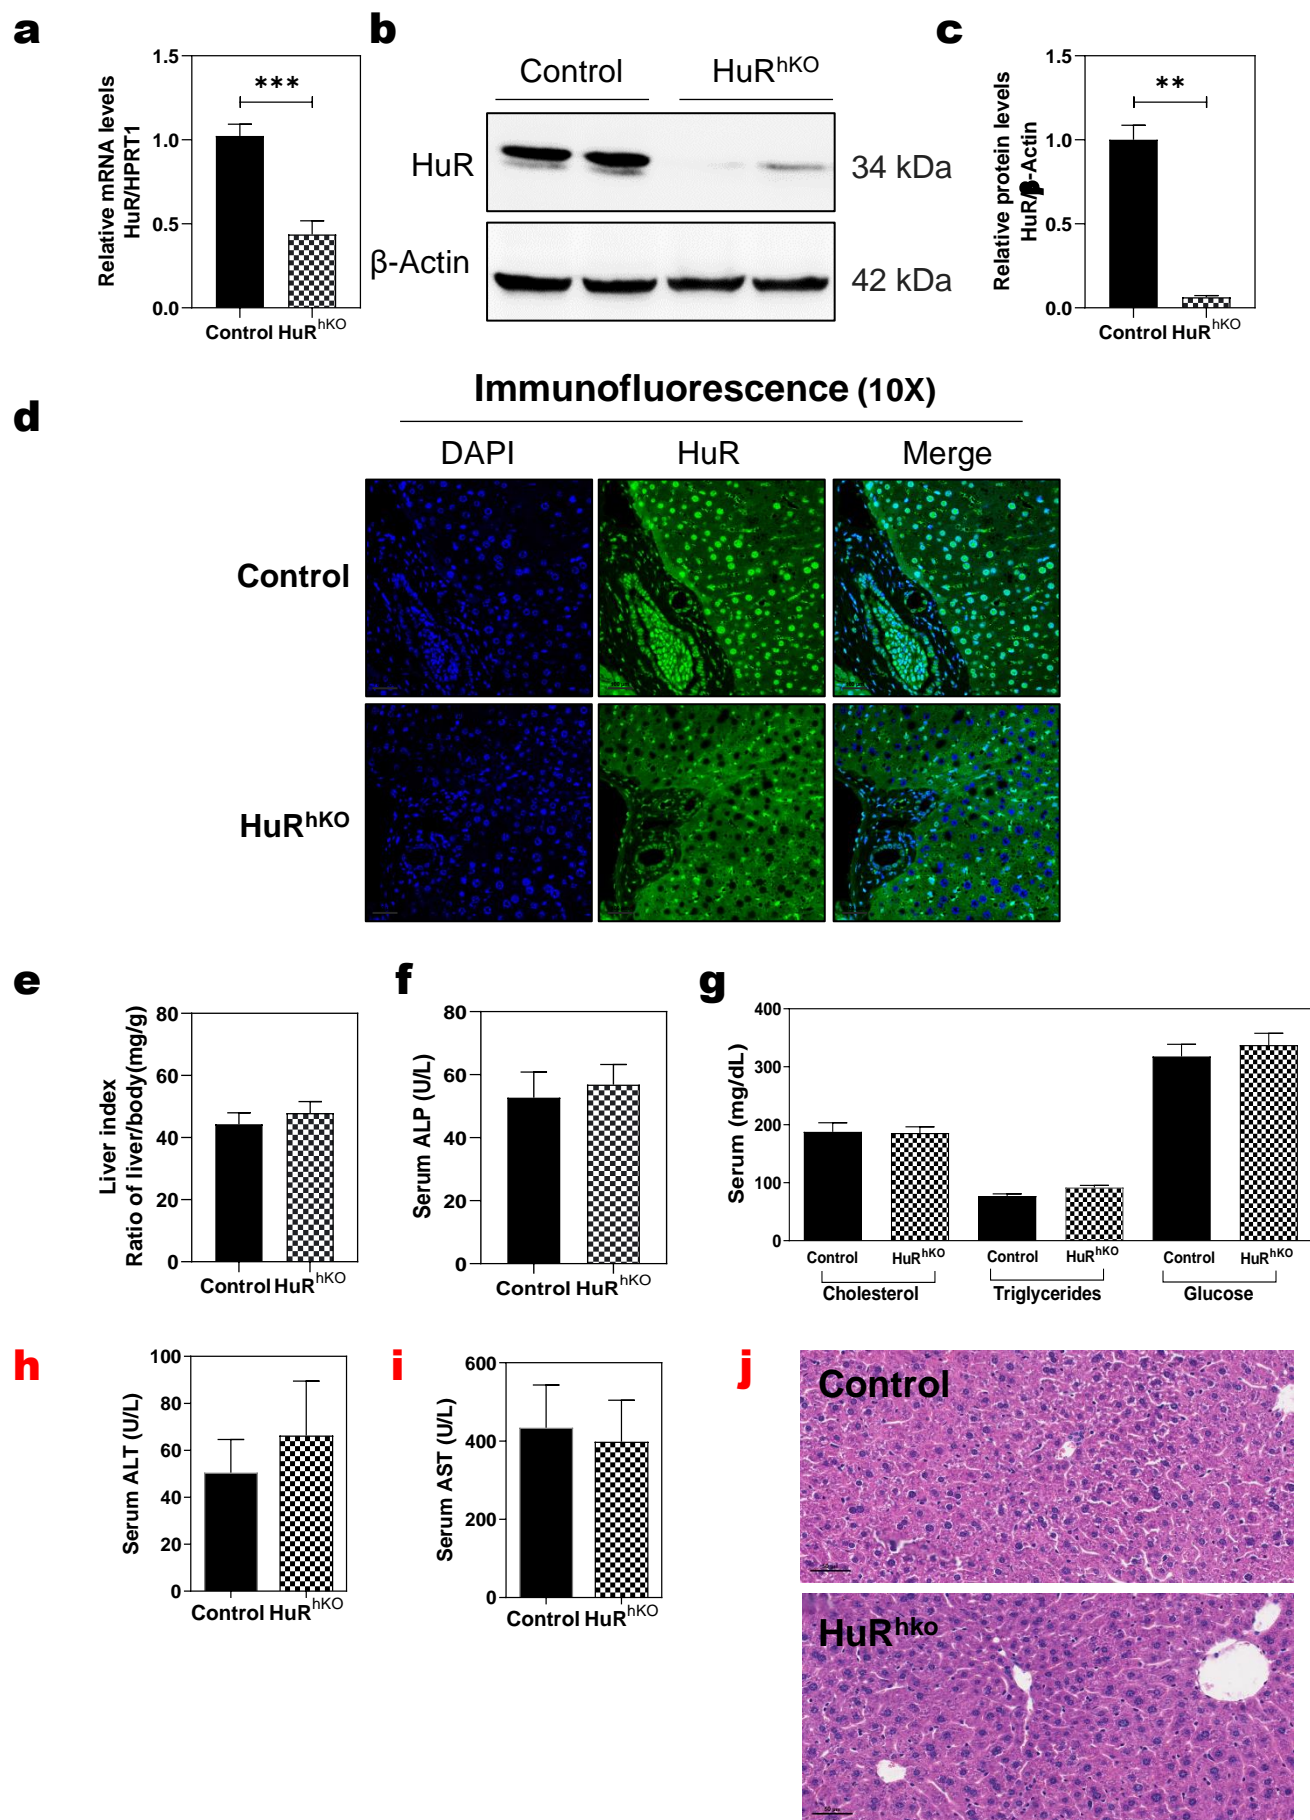

Figure S2

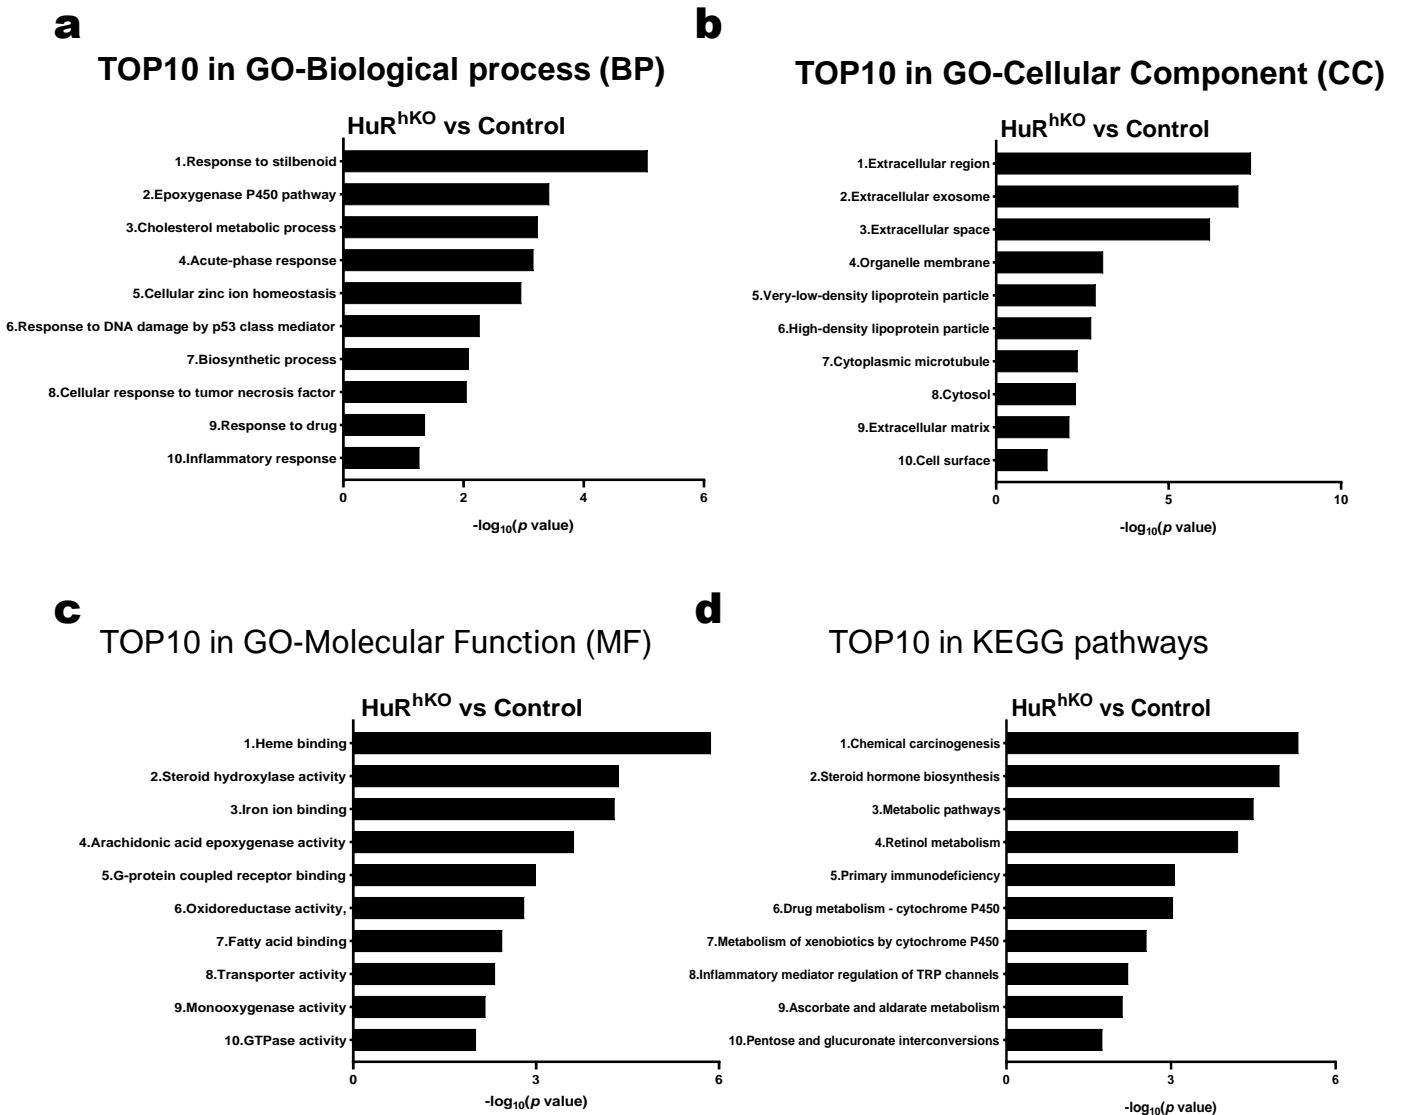

Figure S3

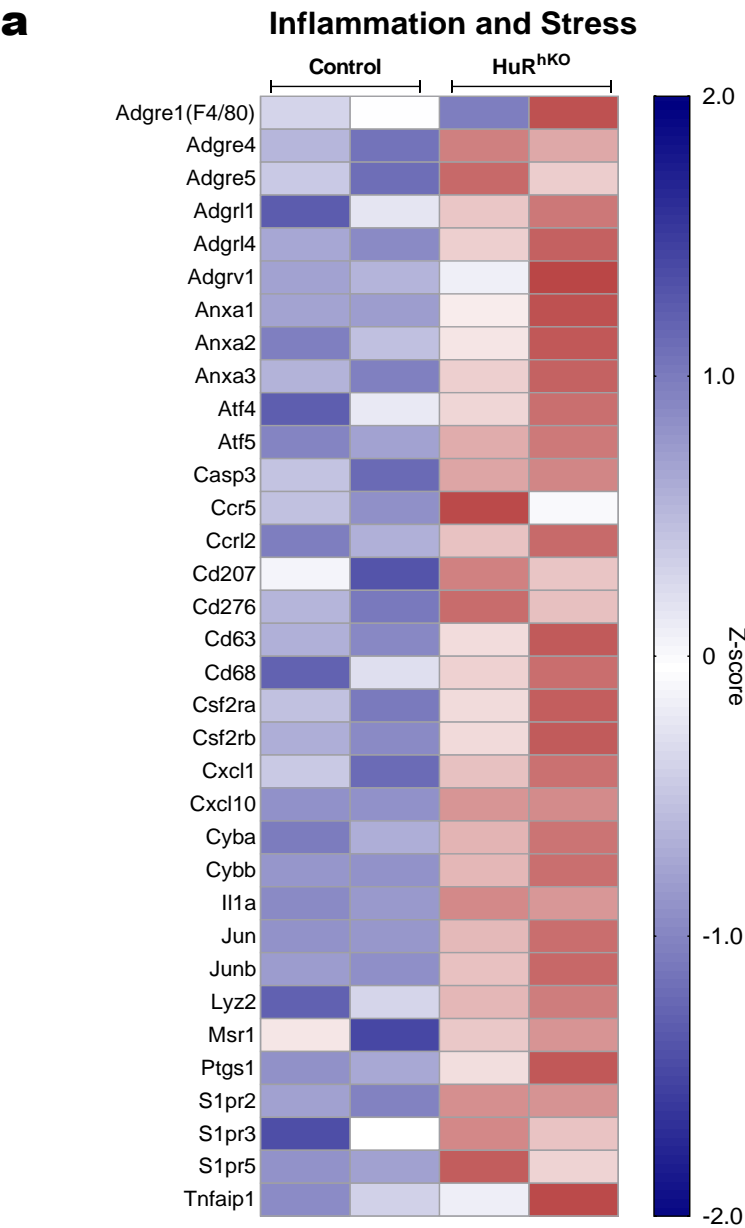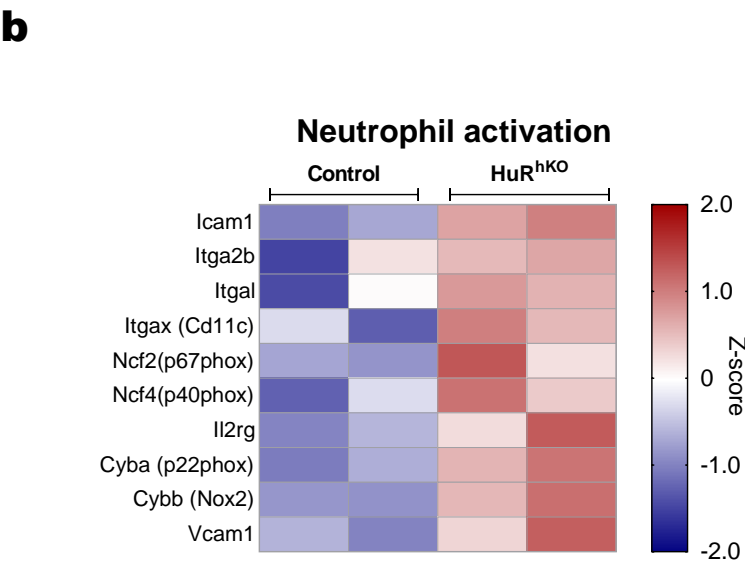

Figure S4

Oxidative Phosphorylation

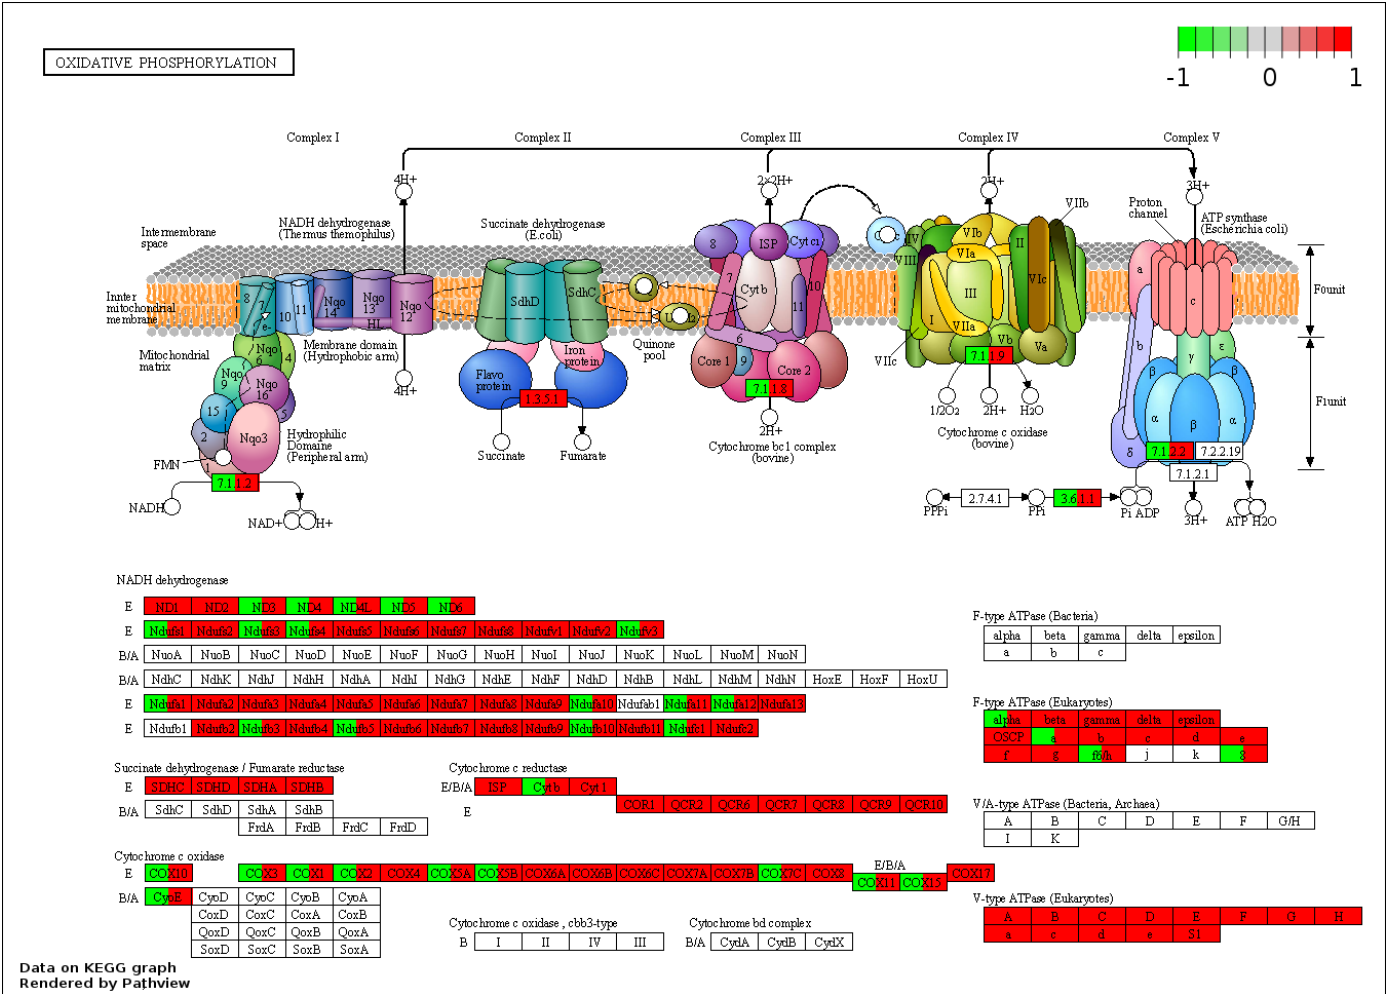

Figure S5

# MAPK Signaling Pathway

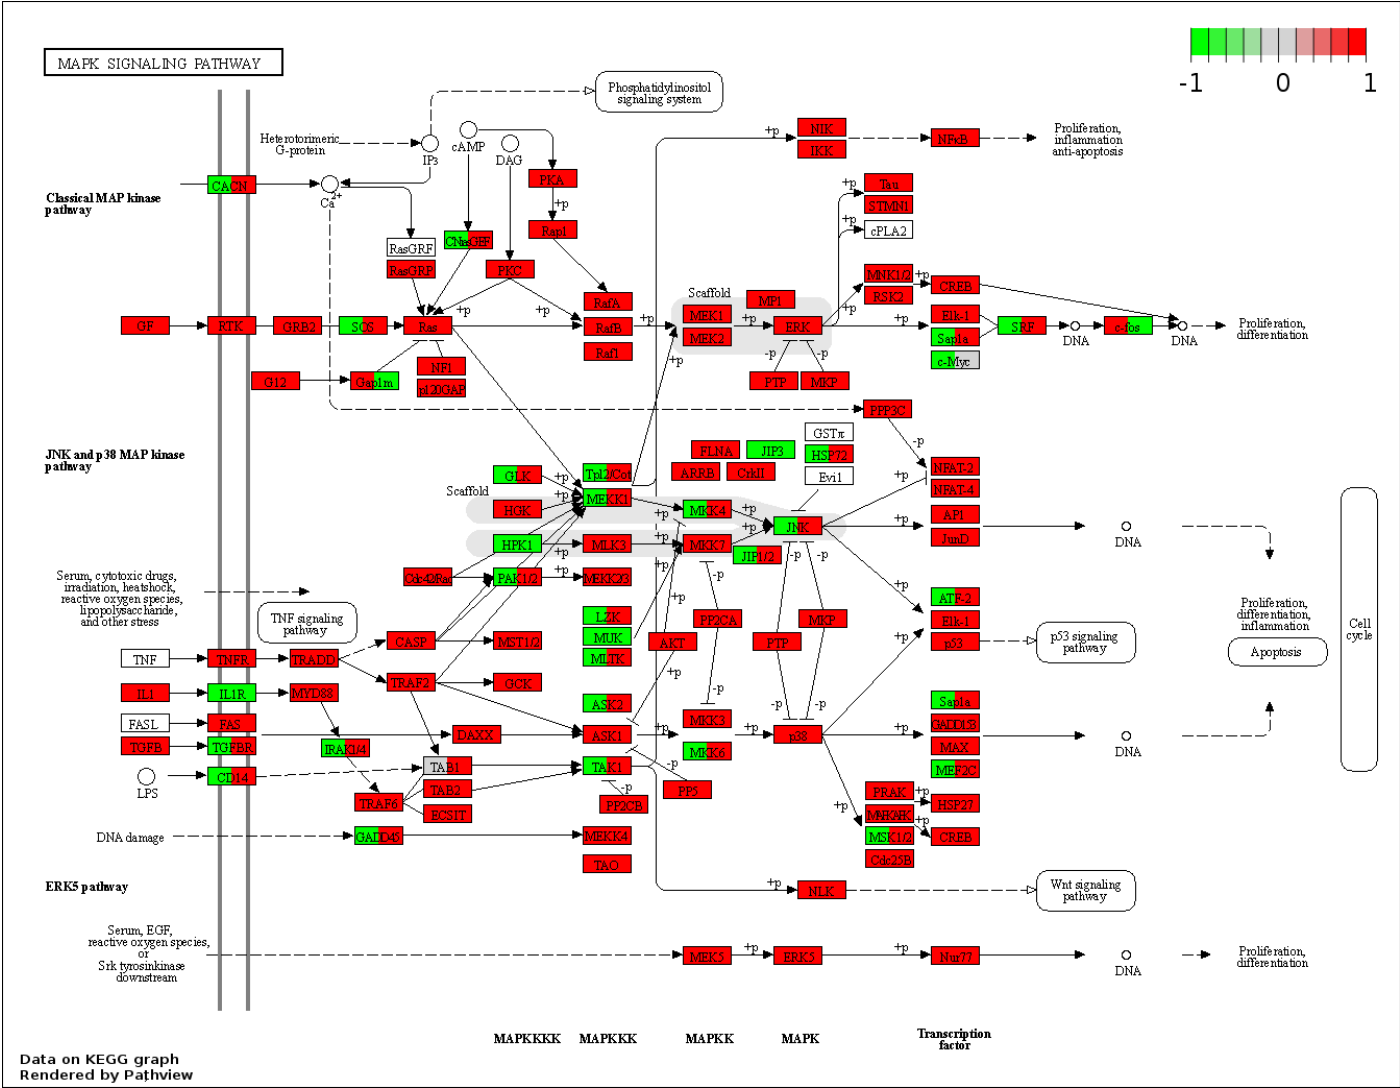

Figure S6

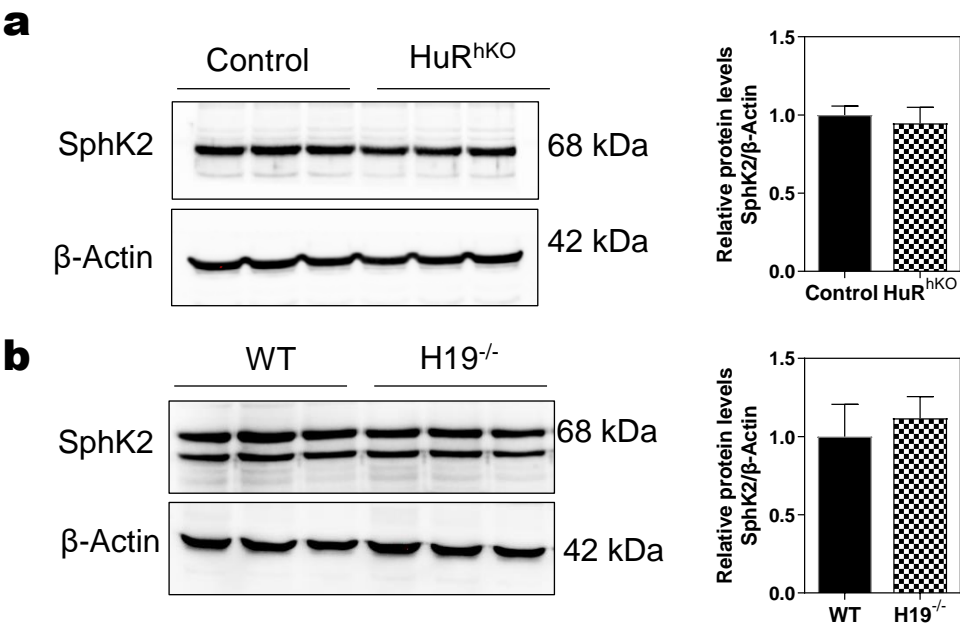

Figure S7

a Bile acid composition in intestinal contents

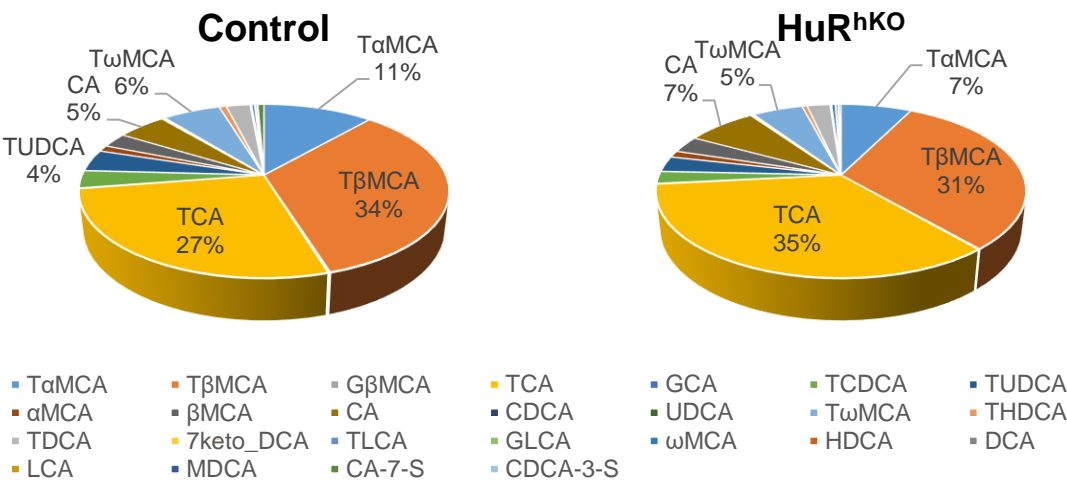

b Bile acids in intestinal contents

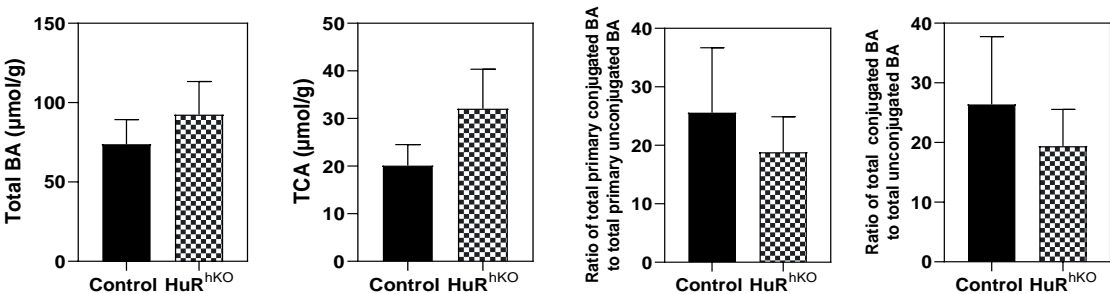

c Bile acid composition in cecal contents

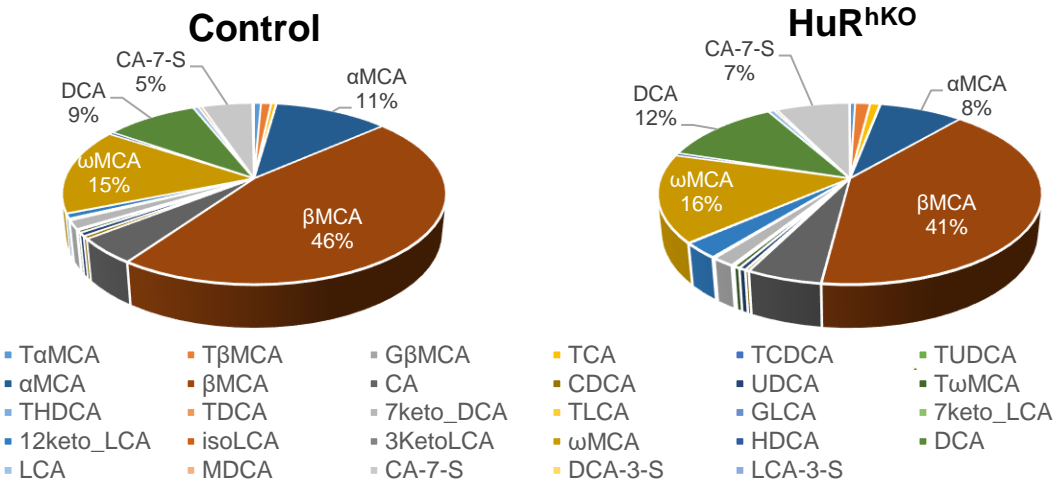

d Bile acids in cecal contents

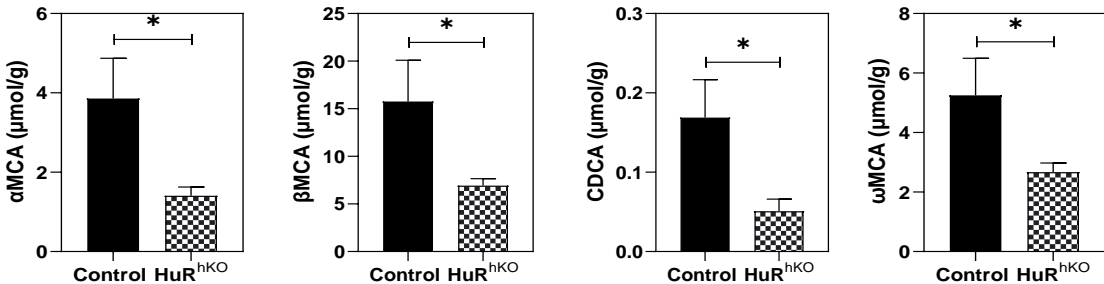

Figure S8

a Bile acid composition in serum (normal diet)

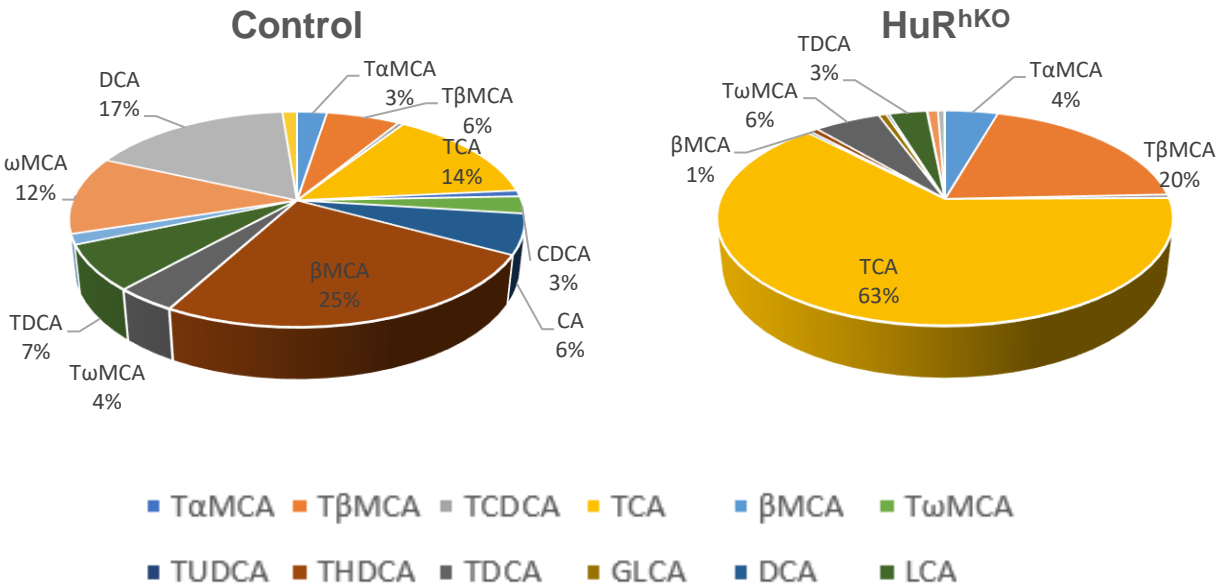

b Bile acid composition in liver (normal diet)

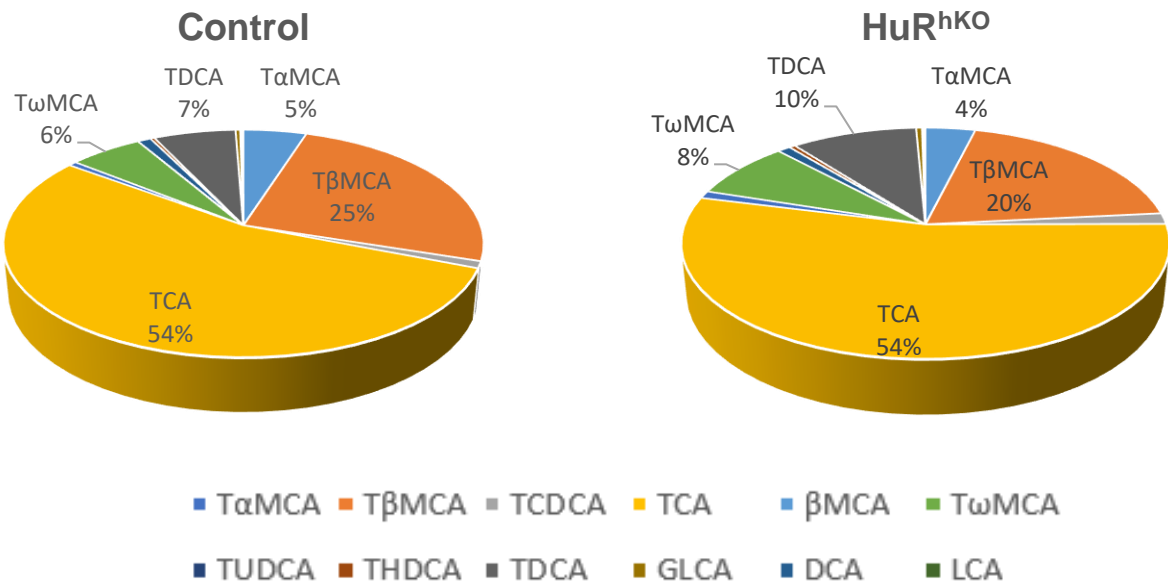

Figure S9

a     **Bile acid composition in intestinal contents (normal diet)**

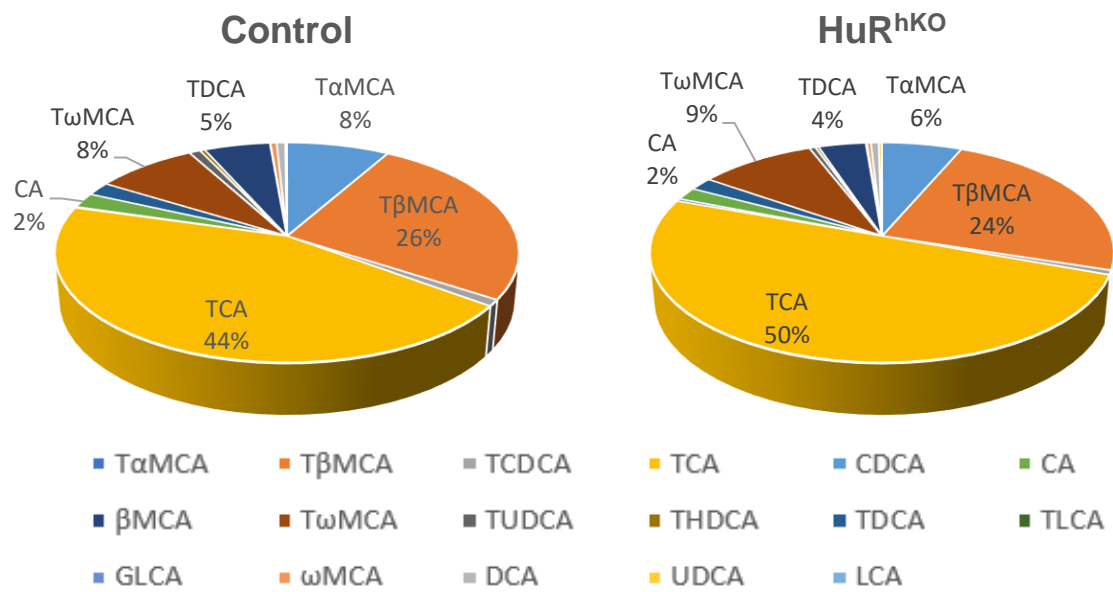

b     **Bile acid composition in cecal contents (normal diet)**

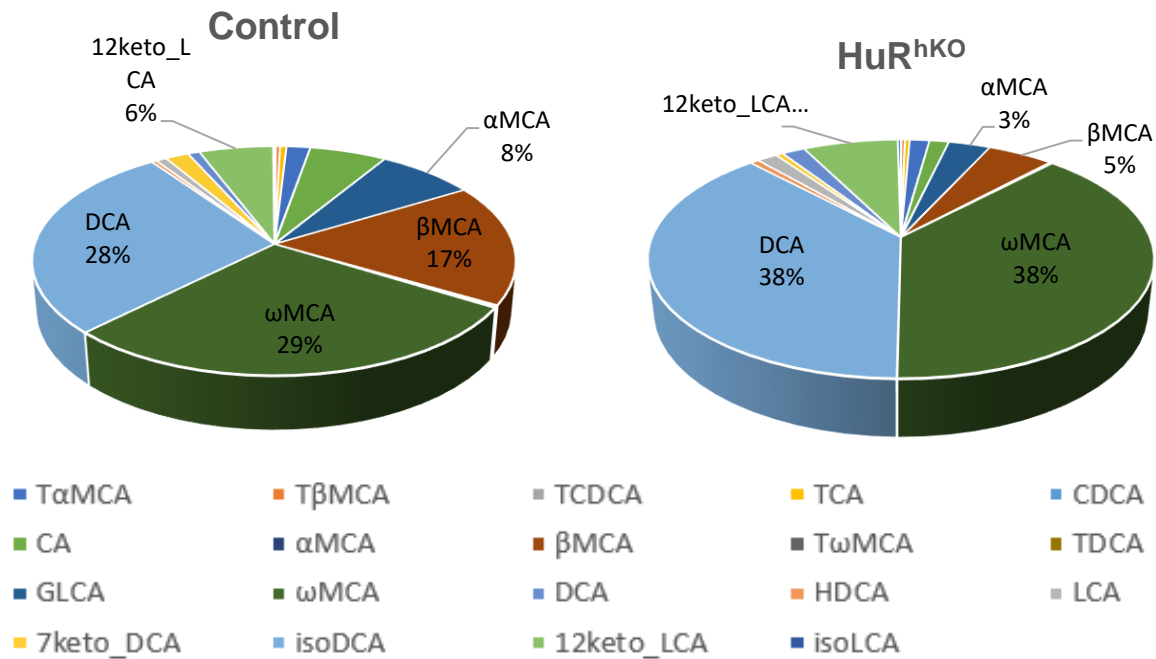

Figure S10

**a**

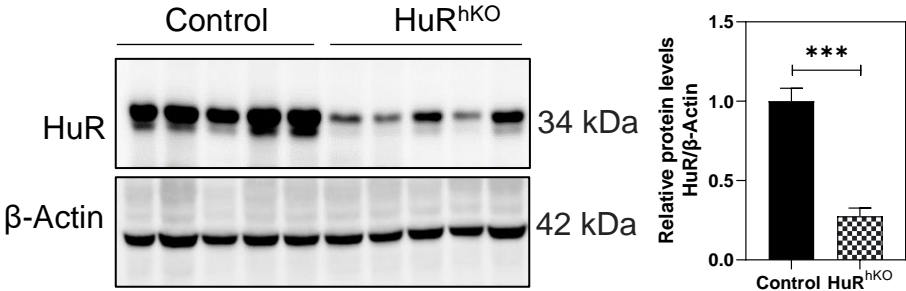

**b**

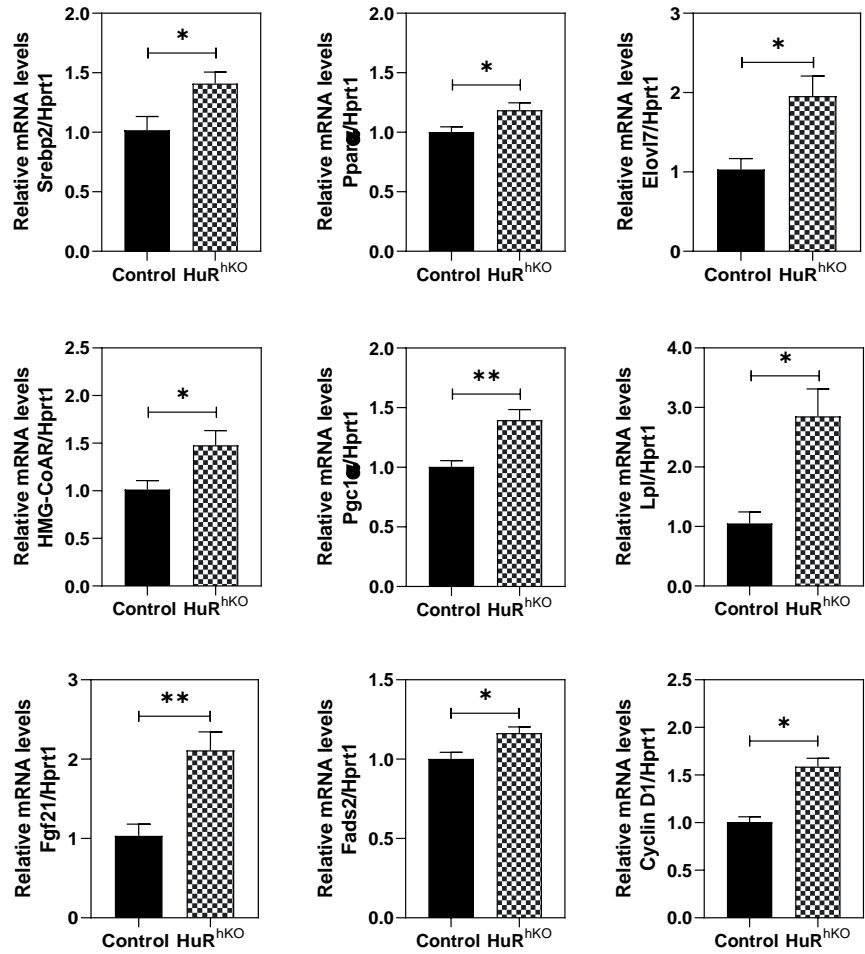

Figure S11

**a**

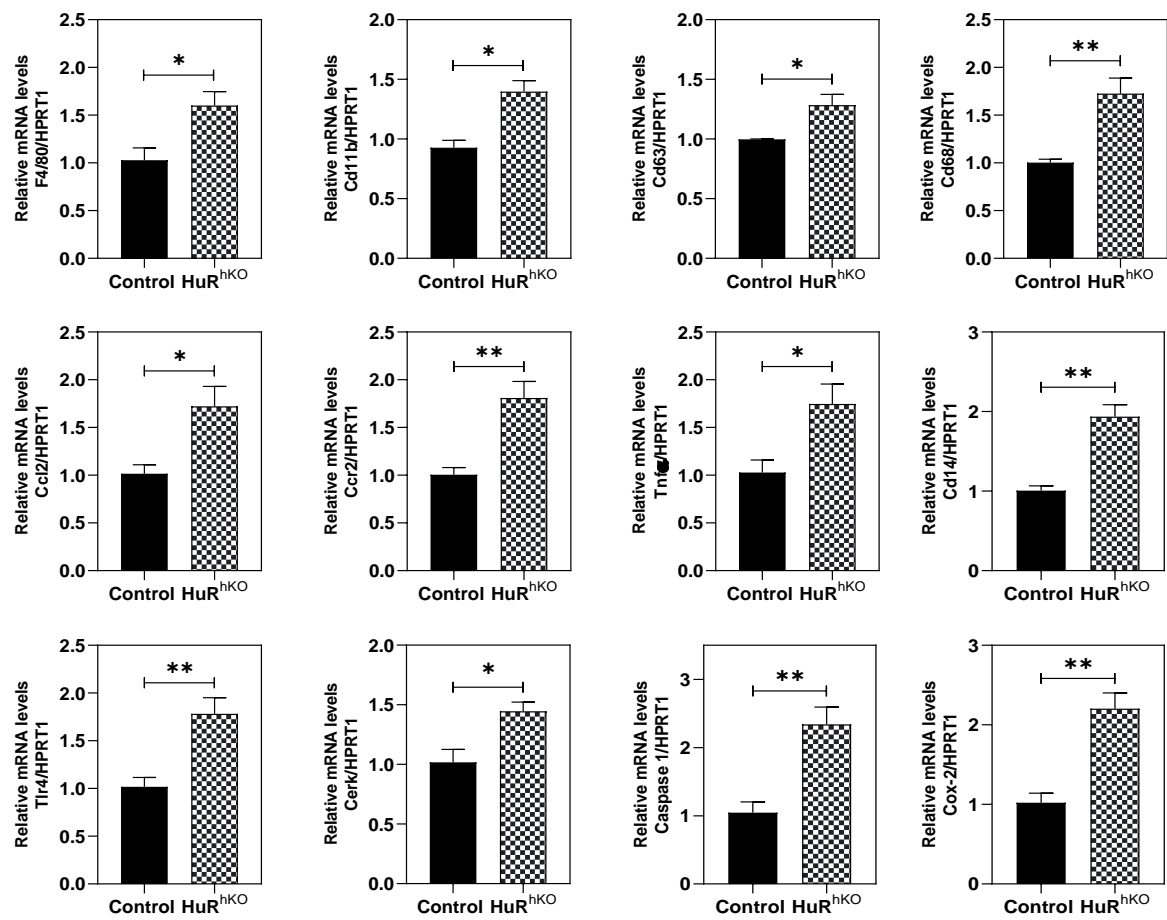

**b**

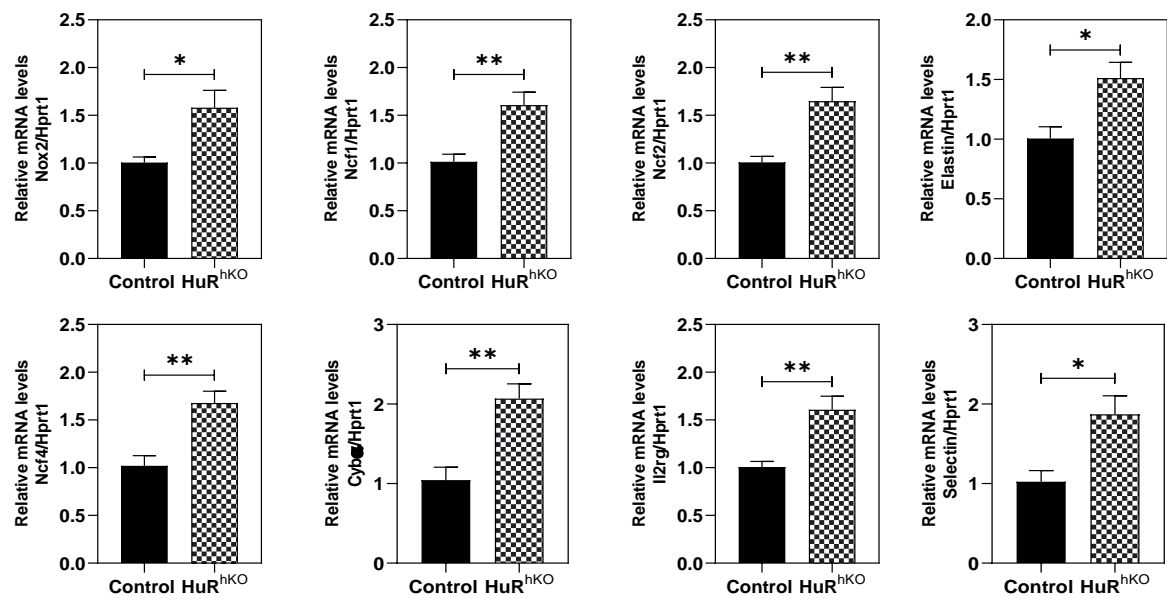

**Figure S12**

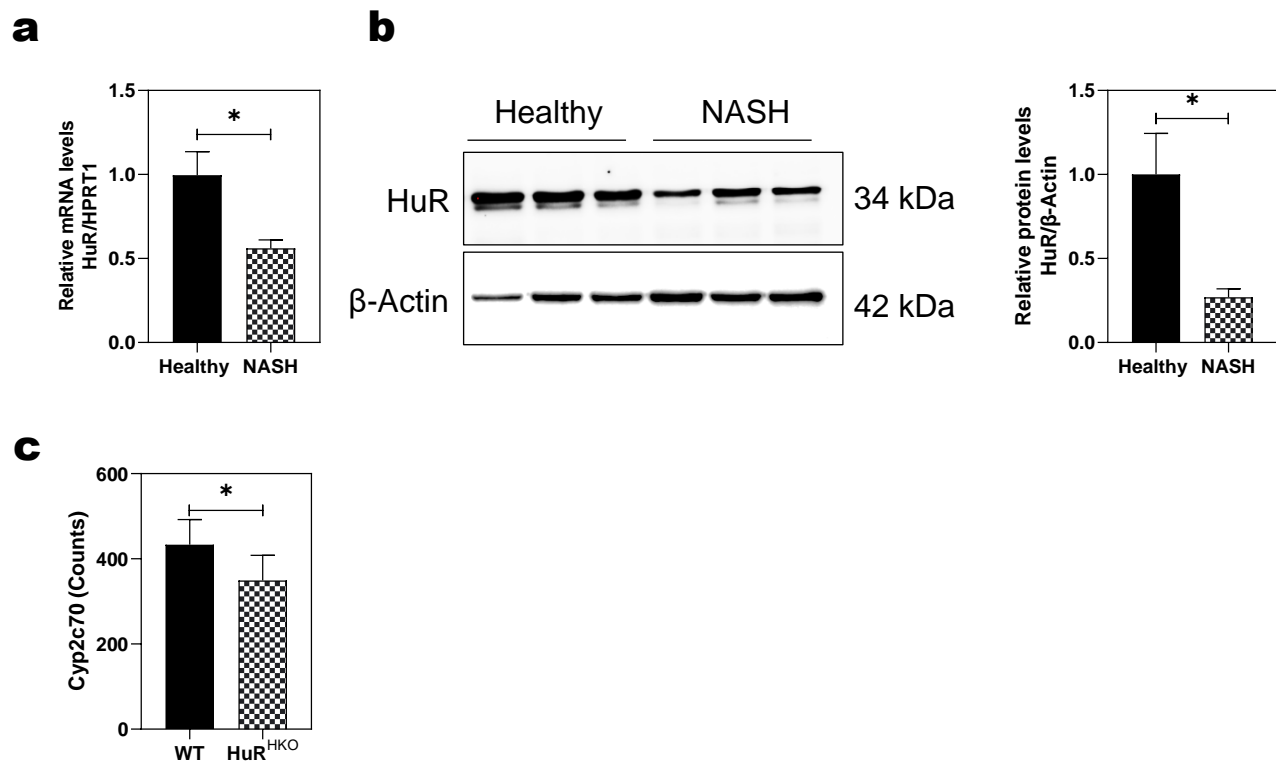

Fig. 5a

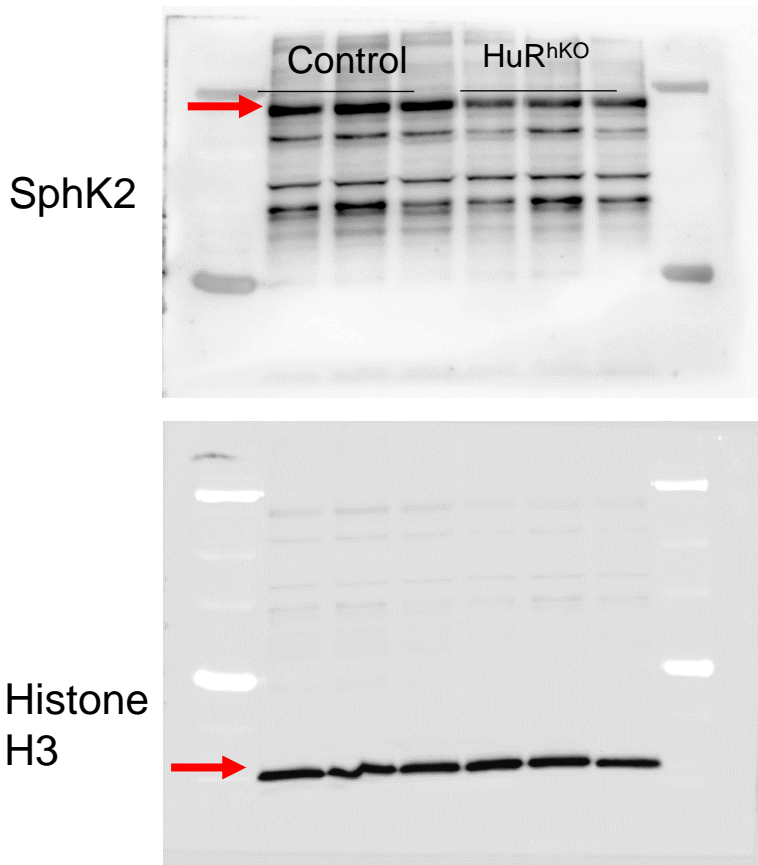

Fig. 5b

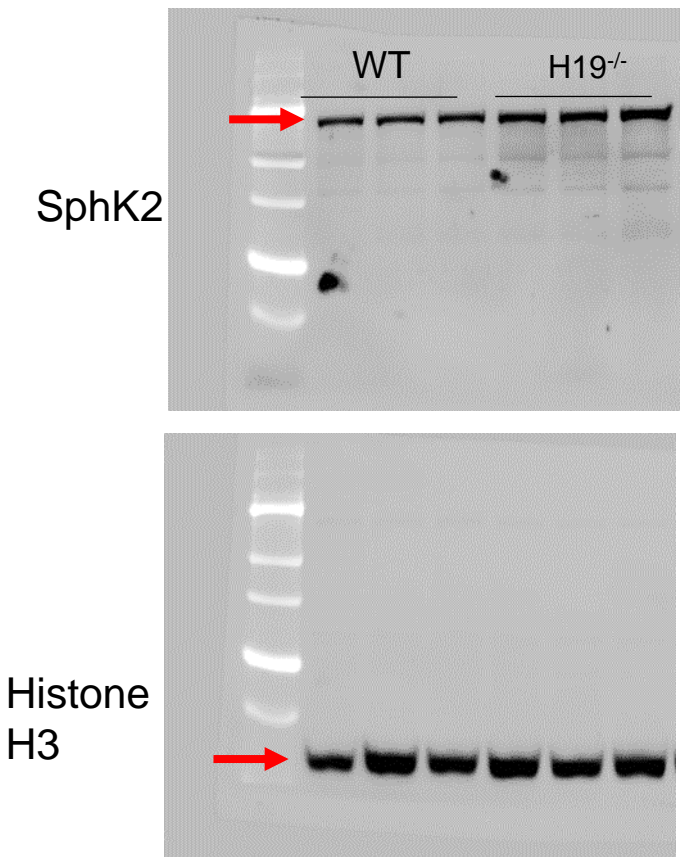

Fig. 5d

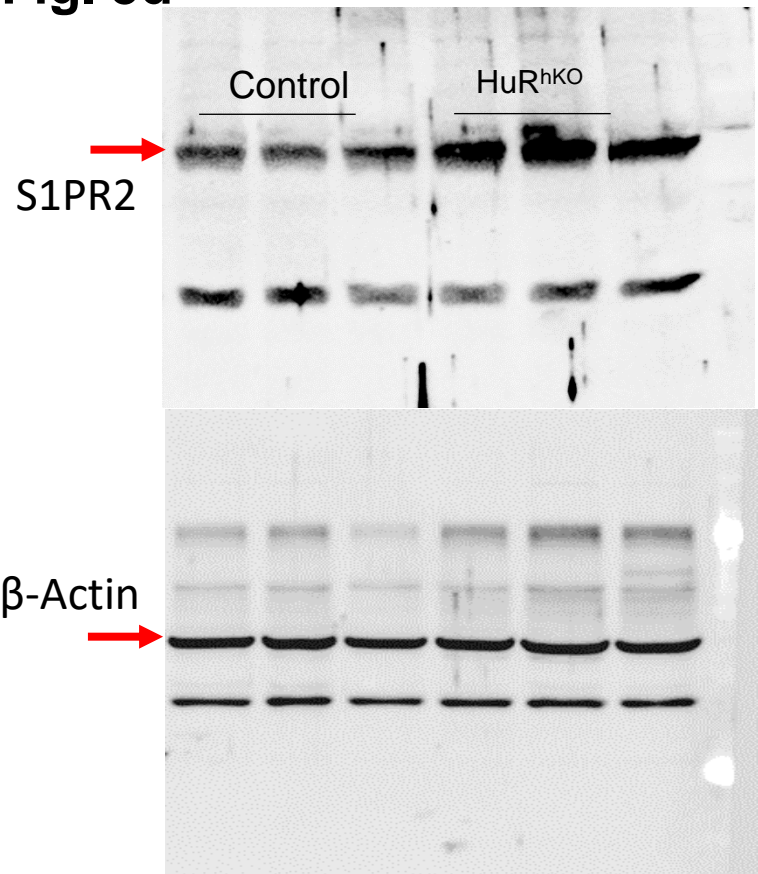

Fig. 8b

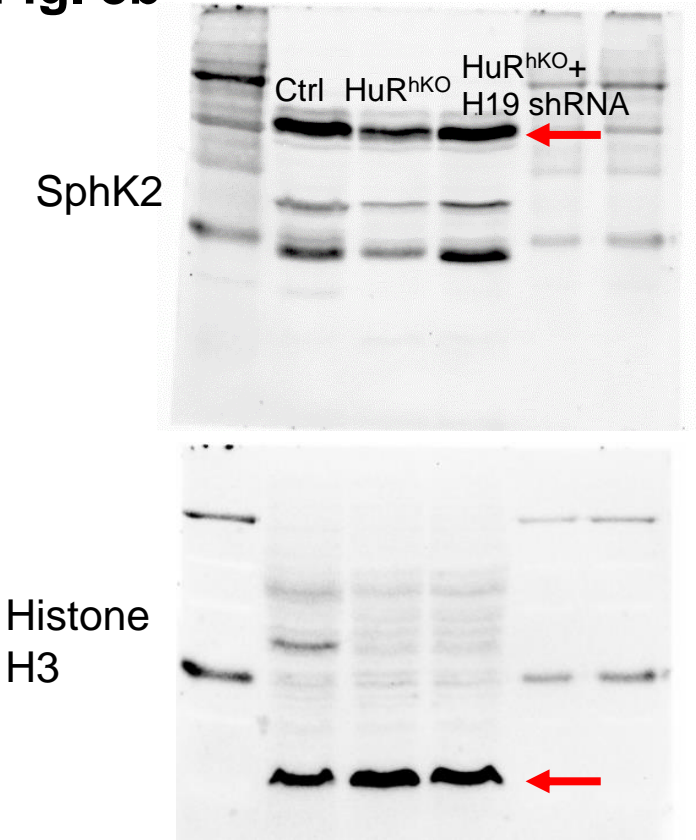

Raw images

Fig. S1b

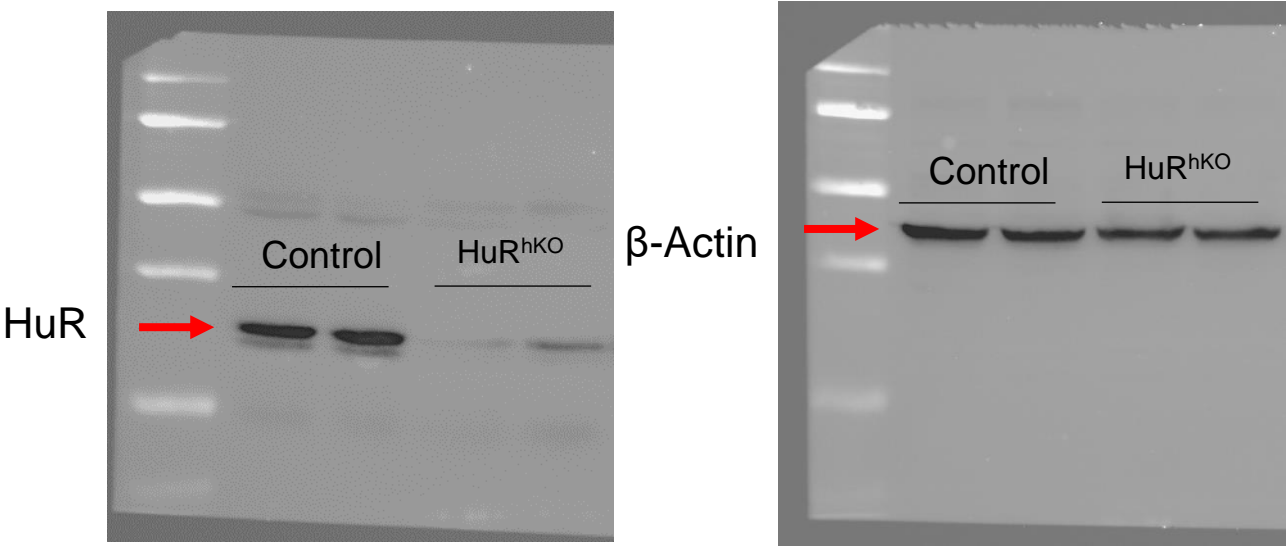

Fig. S6a

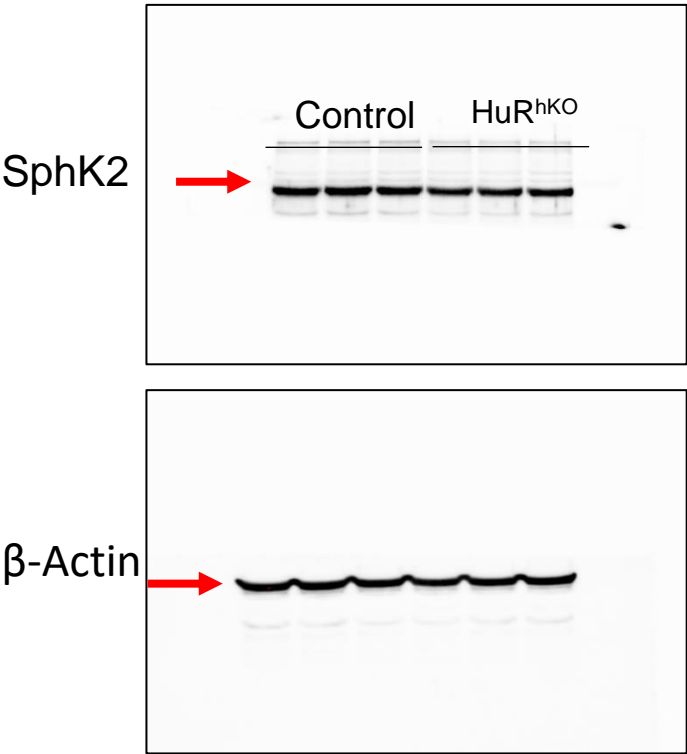

Fig. S6b

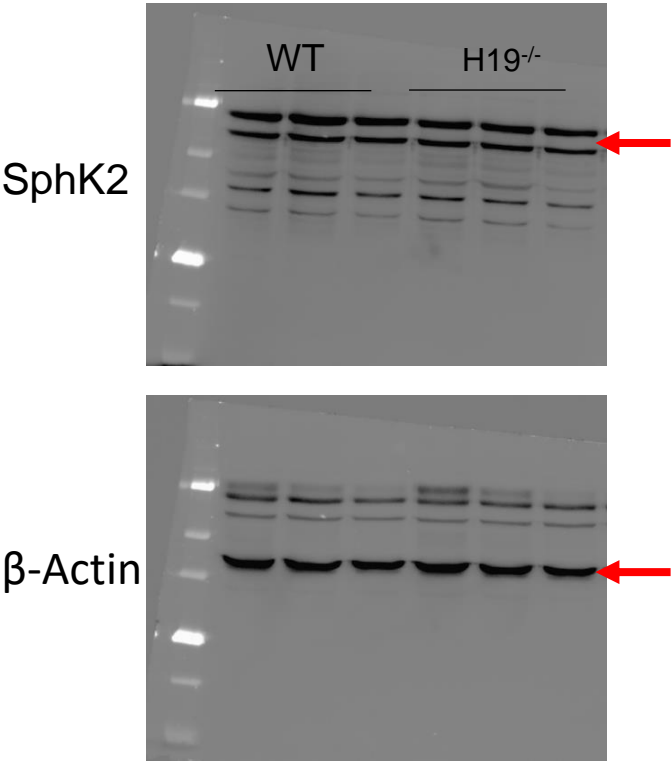

Raw images

Fig. S8a

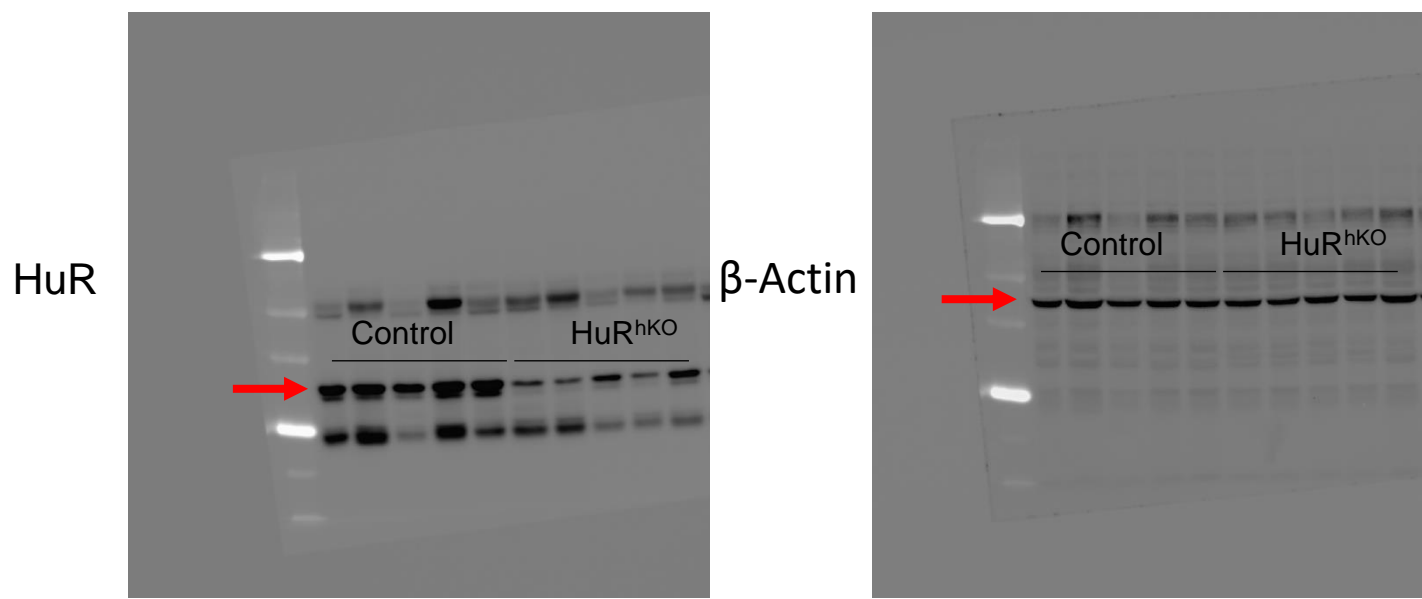

Fig. S10b

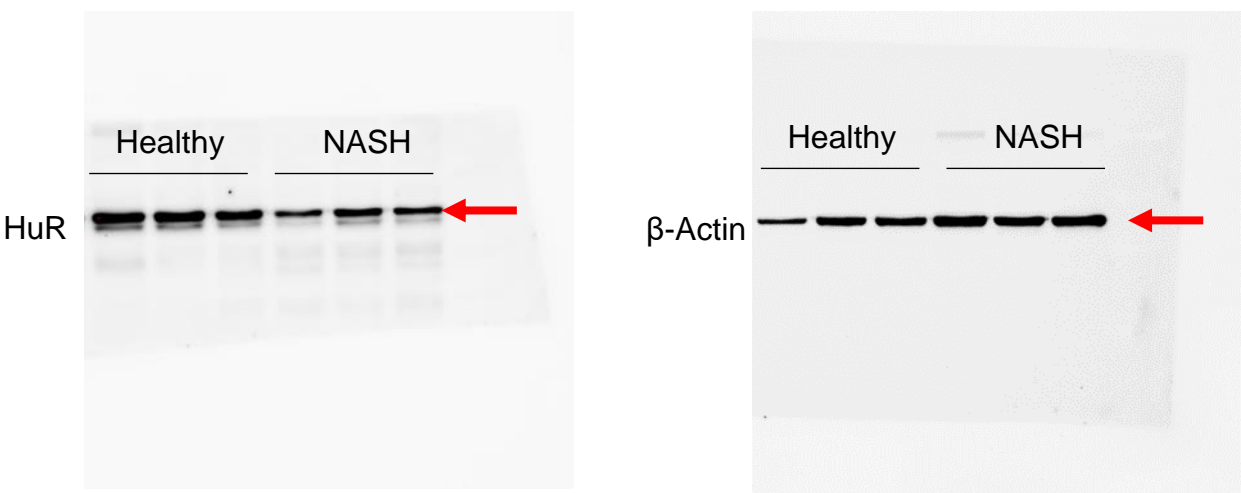

**Supplement:** Supplementary file 1 — Additional file 1: Additional methods, Supplementary figures, Supplementary tables, and raw image files. The accession number for the raw data FASTQ and processed data file deposit in NCBI is GEO: GSE231215.

How the deposited data were processed for this re-analysis (not part of the article)

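Liver RNA of 2 Control mice and 2 mice labelled HuR hKO, all fed WDSW for 4 weeks, was measured by RNA-seq. The authors deposited whole-number counts per Ensembl gene for the 4 libraries, which are not normalized. The libraries were prepared from total liver RNA by a sequencing company, and the aligner, the counter, the genome build and the strand setting are not given in the sources used here. The table has 46603 genes, of which 25171 had no count in any library. Of these gene IDs, 46091 were matched to GENCODE M21, which gave the symbols and GRCm38 coordinates, and the 512 unmatched IDs held 0.052% of the counts. A total of 66 symbols stood on more than 1 gene ID.

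The library totals differed by up to 1.51 times, with mouse 4 labelled HuR hKO the deepest at 19715577 counts. A count of 0 allows up to 0.226, 0.224, 0.209 and 0.159 CPM in mice 1 to 4, taking 3 counts as the limit, and these limits cover counting error only. Counts of the 2 Control mice differed by 23.15 times the sampling variance per gene (chi-square per gene), and those of the 2 mice labelled HuR hKO by 27.04 times, so that no library was a copy of another. Pairs across the groups differed by 26.69 to 36.53 times. Log2 CPM of the 2 Control mice correlated at 0.9782 (Pearson), against 0.9753 to 0.9823 across the groups and 0.9843 for mice 3 and 4. By correlation, the Control mice were thus no more alike than most pairs across the groups. The common biological coefficient of variation was 0.146.

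Differential expression was computed from the counts with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 13001, libraries were scaled by TMM with factors of 1.02, 0.985, 1.04 and 0.957, and genes were tested with the quasi-likelihood test and Benjamini-Hochberg adjustment at an adjusted p of 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. The thresholds of Fig. 2, a fold change of 1.8 and an unadjusted p of 0.05, were applied to the same test. H19 did not pass the filter, and its summed counts were compared as a ratio with an exact 95% interval. Gene lists were tested with limma 3.58.1, by camera on voom values with a preset correlation of 0.01, by camera with an estimated correlation and by fry, each adjusted over 38 lists. Simulated libraries held 200 changed genes among 13001. At an adjusted p of 0.05 the edgeR test called 50.8% of 67 genes changed 1.8-fold, 55.2% of 67 changed 2-fold and 97% of 66 changed 4-fold. It made 10 false calls among 12801 unchanged genes. At the thresholds of Fig. 2, 146 of these unchanged genes (1.14%) passed. Each simulated gene varied as genes of its level do on average, so genes that vary more than that were not simulated.

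The sample groups, the tests, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined. The alternatives were the size factors of DESeq2 1.42.0 in place of TMM, no depth scaling, no expression filter, at least 10 counts in every library, the DESeq2 test, limma-voom, and leaving out each mouse in turn. The rule names the genes of the study's text and heat maps, Elavl1, H19 and the sphingosine-1-phosphate genes, up to 4 members of each list with the smallest p, the 10 genes with the smallest p in each direction, and up to 15 called genes in each direction with the largest change. Abcd2, Acot3, Fmo2, Cyp2a5, Cyp2d40, Cyp2u1, Itih3, Marco, Saa3 and Xist fall outside that rule and were chosen after their values were seen. Genes named on the heat maps were read from the figures, so they are given only as counts of genes with both libraries on one side and entered no list test. The genes with the smallest p, Cyp2a4, Cyp2b9 and Cyp2b13 among them, and several study genes had been seen in a first fit before the tests of technical explanations were written, and the closing section names the tests chosen after the result was seen. Gene Ontology and KEGG terms were not analysed here, since no such database was at hand, and fixed lists stand in their place. Values of some single genes are not reported here, though these genes are counted in their lists. Splicing, exon-level counts and the other experiments of the paper were not analysed here.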

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

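The tests of library depth, of a difference between the conditions, of other liver cell types, of swapped labels, of the deleted part of Elavl1, of female RNA and of a share of Cyp2a5 reads were chosen only after the result was seen.

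Elavl1, the targeted gene, was at a log2 fold change of 0.41 in the libraries labelled HuR hKO, against their labels. More RNA of other liver cell types, which keep HuR, would need their markers to be higher by as much. The median over 75 such markers was 0.154, below the value of Elavl1 (95% interval 0.117 to 0.211 from 10000 resamples of the genes). That interval treats the markers as independent and holds no variation between mice, so it cannot decide this. Over mice left out, medians ran from -0.463 to 1.092 for lymphocyte markers and from -0.63 to 0.445 for cholangiocyte markers. They ran from 0.104 to 0.38 for stellate cell genes, -0.004 to 0.304 for sinusoidal endothelial markers and 0.055 to 0.206 for macrophage markers. Swapped labels of the 2 groups remain open, because 30 of 34 tested genes (88.2%) had the sign of the paper's RT-PCR but the study may have picked these genes from these libraries. Elavl1 itself, which went against its RT-PCR, is not among the 34. Reads from outside the deleted part of the gene remain open too, because the table gives 1 value for Elavl1 and none per exon. Higher transcription or stability of Elavl1 RNA with the condition was not tested.

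Female-biased liver genes, which the paper does not discuss, had a median log2 fold change of 0.64 in the libraries labelled HuR hKO (camera, adjusted p = 0.551 with an estimated correlation, and, at the preset one, a median of 0.15 with adjusted p = 0.214 without Control mouse 1, a median of 1.65 without Control mouse 2 and adjusted p = 0.0738 without the filter). A female mouse or female RNA is argued against by Xist, at most 0.279 CPM in these libraries and 0.602 CPM in Control libraries. A fixed share of Cyp2a5 reads counted for Cyp2a4 is argued against by the ratio of their counts, whose lowest value in the libraries labelled HuR hKO was 6.14 times the highest in Control libraries (95% interval 3.36 to 12.5, counting error only). Reads shared between P450 paralogs in other ways remain open, since the female-biased genes outside these families, Abcd2, Acot3 and Fmo2, had log2 fold changes of 0.74, 0.45 and -0.11 with a median of 0.452, on 3 genes only and with 0.36, -0.367 and -0.341 without Control mouse 1. A loss of male-biased liver expression with the condition is a candidate explanation, as the male-biased genes had a median of -0.435 in a test that could have come out the other way (camera, adjusted p = 0.551 with an estimated correlation), but -0.183 without Control mouse 1, which misses the level of -0.2 set for that test.

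Of 28 tested lipid, inflammation and neutrophil genes named in the study's text, 23 had their highest raw count in mouse 4 labelled HuR hKO, the deepest library. Library depth may account for that place, since only 6 of the 23 (26.1%, exact 95% interval 10.2 to 48.4) were still highest there in CPM, and 79.1% of all tested genes had their highest raw count there against 26.7% in CPM. A difference between the conditions cannot be told apart from the study's choice of genes: 19 of the 28 (67.9%) had both libraries labelled HuR hKO above both Control libraries in CPM, where chance gives 16.7%, and so did 18 of the 23 (78.3%, exact 95% interval 56.3 to 92.5), a share with no such chance value because the 23 are those with their highest raw count in 1 of these libraries.

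Slc39a4, which the paper does not discuss, rose by a log2 fold change of 2.01 but did not pass edgeR's test without mouse 3 (adjusted p = 0.0905). Cib3, also not discussed, rose by 3.98, and it passed neither without mouse 3 (adjusted p = 0.132) nor without mouse 4 (adjusted p = 0.116), nor in limma-voom (adjusted p = 0.0785). Targets of p53, which the paper does not discuss, had a median log2 fold change of 0.38 over 20 tested genes (camera, adjusted p = 5.48e-04, and adjusted p = 0.551 with an estimated correlation), and of 0.236 and 0.222 without Control mouse 1 and without mouse 3. Cell cycle genes, with 11 of 15 tested members positive, had a median of 0.167 (camera, adjusted p = 0.0274, adjusted p = 0.551 with an estimated correlation, and adjusted p = 0.249, 0.0857, 0.106 and 0.0505 without Control mouse 1, mouse 3, depth scaling and the filter), and of 0.427 without Control mouse 2. Markers of blood, pancreas and adipose tissue, of which 7 were tested, had a median of 0.52 (camera, adjusted p = 3.50e-04, adjusted p = 0.551 with an estimated correlation, a median of 0.245 with adjusted p = 0.0894 without mouse 4, and a median of 1.33 without the filter). Ribosomal protein genes, with 71 of 81 positive, had a median of 0.121 (camera, adjusted p = 4.09e-05, adjusted p = 0.853 with an estimated correlation, and adjusted p = 0.227 and 0.191 without Control mouse 1 and without mouse 4), which was 0.033, 0.232, 0.191 and 0.028 without mice 1 to 4 in turn.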

How the results depend on the processing

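No alternative here was chosen after the results were seen. No paired analysis was possible because the mice are numbered 1 to 4 and the groups share no number. Where a mouse was left out, the lone library was assumed to vary like the other group. The cause of a change under a setting was not tested, except that fewer libraries or genes enter some fits by construction.

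Genes past an adjusted p of 0.05 numbered 2 higher and 1 lower. They numbered 130 and 25 without depth scaling, 80 and 81 without the filter, 1 and 1 with 10 counts in every library (12118 genes), 50 and 35 in DESeq2, and 1 and 1 in limma-voom. Over single mice left out they ranged from 0 higher and 0 lower without mouse 3 to 20 and 25 without Control mouse 2. At the paper's thresholds the counts were 510 and 61 without depth scaling and 262 and 264 without the filter, 107 and 80 in DESeq2, and over mice left out 127 (without mouse 4) to 265 (without Control mouse 2) higher and 133 (without Control mouse 1) to 181 (without Control mouse 2) lower. Of the study's lipid genes 1 (Fasn) passed without the filter and 1 (Fasn) in DESeq2, and of its inflammation genes 1 (Cd63) passed without depth scaling. With an estimated correlation 0 lists ranked higher and 0 lower, against 15 and 4. fry, which tests a list against no change and not against the other genes, called 0 higher and 0 lower. Over mice left out, 2 (without mouse 3) to 6 (without mouse 4) lists ranked lower. The 3 ways to split the libraries into 2 and 2 gave 276 genes at the paper's thresholds for the real split and at most 227 for the others, so that 1 of the 3 is as large, and 3 splits are too few for a share under 0.05.

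Leaving out depth scaling moved the median log2 fold change of all genes to 0.314, so values near 0 turn with it. Log2 fold changes that turned direction there were those of Adgre1 (0.14), Ccr2 (0.101), Cyp2c70 (0.042), Cyp27a1 (0.106), Slc10a1 (0.286), Il1b (0.143), Asah2 (0.018), Fmo2 (0.22), Ddx3y (0.058) and Kdm5d (0.133). Without the filter Atf4 (-0.001), Eif2s3y (-0.003) and Prtn3 (-0.01) turned, and Prtn3, at 0.003, was at -0.003 in DESeq2 and at 0 with RLE size factors. Over mice left out, Sphk2 ranged from -0.017 (without mouse 4) to 0.273, Ppard from -0.021 (without Control mouse 1) to 0.37, Cpt1a from -0.08 (without mouse 4) to 0.22, Pnpla2 from -0.087 (without mouse 4) to 0.146, Adgre1 from -0.504 to 0.018 (without mouse 3), Ccr2 from -0.621 to 0.181 (without mouse 4), Atf4 from -0.129 (without mouse 3) to 0.14, Nr0b2 from -0.346 (without mouse 3) to 0.454, Slc10a1 from -0.159 to 0.046 (without mouse 3), S1pr5 from -0.011 (without mouse 3) to 0.71, Il1b from -1.724 to 0.729 (without mouse 4), Itgam from -0.377 (without Control mouse 1) to 0.713, Prtn3 from -0.807 (without Control mouse 1) to 1.958, Acot3 from -0.367 (without Control mouse 1) to 2.45, Fmo2 from -0.341 to 0.141 (without Control mouse 2), Eif2s3y from -0.137 (without Control mouse 2) to 0.16, and Uty from -0.04 (without mouse 4) to 0.126. Il1b turned without Control mouse 2 too, Fmo2 and Eif2s3y without mouse 3, and Itgam, Prtn3 and Acot3 without mouse 4. Without Control mouse 1, Cpt1a, Pnpla2, Ccr2, Atf4 and Nr0b2 turned too. Krt19 ranged from -3.66 to 1.64, Muc1 from -3.08 to 1.46, Cd24a from -2.58 to 0.193 and Acta2 from -1.541 to 0.647, each positive only without Control mouse 1.

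The side on which these lists ranked turned under a setting, with camera's adjusted p there: bile acid transport in DESeq2 (0.978), cholangiocyte markers with 10 counts (0.716), hepatocyte markers without depth scaling (0.749), imprinted genes with 10 counts (0.876), and circadian genes with RLE size factors (0.992), without the filter (0.93), with 10 counts (0.998) and in limma-voom (0.978). The direction of the circadian genes turned in fry too (fry's adjusted p = 0.994). Over mice left out, adjusted p ranged as follows for lists that turned side: inflammation genes by RT-PCR only 0.439 to 0.849, fatty acid oxidation 0.00137 to 0.368, bile acid transport 0.439 to 0.853, P450 genes 3.86e-04 to 0.955, neutrophil markers 0.214 to 0.853, lymphocyte markers 0.0061 to 0.514, cholangiocyte markers 6.93e-04 to 0.759, hepatocyte markers 0.0932 to 0.92, imprinted genes 0.193 to 0.958, ER stress 0.00977 to 0.443, antioxidant genes 0.00813 to 0.959, circadian genes 0.447 to 0.986, sphingosine-1-phosphate genes 0.541 to 0.959, MAPK genes 0.0642 to 0.993, nuclear oxidative phosphorylation genes 1.47e-10 to 0.687, and mitochondrial ones 1.76e-04 to 0.977.

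Over all settings, named genes kept direction and side of the threshold in 924 comparisons, passed newly in 114, lost a call in 6 and turned direction in 47, and lists did so in 333, 19, 66 and 36. The log2 ratio of H19, a value with no test, was -0.092 and turned to 0.222 both without depth scaling and without mouse 3, inside its interval of counting error. With 10 counts in every library Cib3, Cyp2a4, Cyp2b13, Cphx3, Krt19, Muc1, Il1b, Itgam and Prtn3 had no test. H19 has no ratio without Control mouse 1, where the Control count is 0. With 2 mice a group, simulated 1.8-fold changes were called in 50.8% of genes, so depth and number of mice leave changes of that size open. Genes that vary more than the average of their level were not simulated, so the share may be lower in the real libraries.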

Differences from the paper's values

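The tally of tested genes with the direction of the RT-PCR was chosen only after the result was seen. The paper's HuR mRNA in HuR hKO liver, by RT-PCR, is about 0.43 of Control in Fig. S1a, read by eye, whereas Elavl1 in the RNA-seq of mice labelled HuR hKO was 1.33 times Control. Every alternative set before the data were examined differs too, from 1.25 without mouse 3 to 1.64 without depth scaling. The RT-PCR groups of Fig. 4d hold more mice than the RNA-seq, which has 2 a group, and the number of mice of Fig. S1a is not given in the sources used here. The paper states that both sexes were used, whereas the 4 mice of the RNA-seq are labelled male. The paper's H19 by RT-PCR is about 4.2 times Control in Fig. 4d, read by eye, whereas the RNA-seq ratio was 0.938 (exact 95% interval 0.27 to 3.38, counting error only). All alternatives that give a value differ, from 0.467 without Control mouse 2 to 1.17 without depth scaling or without mouse 3. The upper bound of the interval reaches the paper's value without depth scaling and is 4.59 without mouse 3. Without Control mouse 1 there is no ratio, since the counts are 0 in Control and 7 in mice labelled HuR hKO. The interval there runs from 0.577 with no upper bound, so it holds the paper's value.

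The paper counts 192 upregulated and 160 down-regulated genes at its thresholds, where edgeR's test gave 157 and 119 at the same thresholds. In simulated libraries, 146 of 12801 unchanged genes passed these thresholds with that test. The paper's text does not name the tool behind its p of the RNA-seq. Its statistics section gives Student's t-test in GraphPad Prism for differences between groups, without naming the RNA-seq. More than the paper's upregulated number was reached without Control mouse 1 (210), without Control mouse 2 (265), without the filter (262) and without depth scaling (510), and more than its down-regulated number without Control mouse 2 (181) and without the filter (264). The counts lie over 1.5 times from the paper's in DESeq2 (107 and 80), upregulated with 10 counts in every library (111), without mouse 4 (127) and without depth scaling (510), and down-regulated without depth scaling (61) and without the filter (264).

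For RT-PCR of the 4-week livers, 30 of 34 tested genes had the paper's direction in the RNA-seq. Elavl1, which went against the RT-PCR of Fig. S1a, was left out of the 34. The 4 others were Adgre1 (-0.20), Ccr2 (-0.18), Il1b (-0.10) and Slc10a1 (-0.043), which the paper gives as increased, and Tnf and Il6 had at most 3 counts in any library. Adgre1 and Slc10a1 were positive without depth scaling (0.14 and 0.286) and without mouse 3 (0.018 and 0.046), and Ccr2 without depth scaling (0.101), without Control mouse 1 (0.167) and without mouse 4 (0.181). Il1b was positive without depth scaling (0.143), without Control mouse 2 (0.13) and without mouse 4 (0.729). Leaving out depth scaling moves the median of all genes to 0.314, above each of the values without it. The paper gives the 10 inflammation and stress genes as significantly increased in the RNA-seq, whereas 7 of 9 tested were positive, 2 were negative, 2 had an unadjusted p under 0.05 and none passed an adjusted p in edgeR, DESeq2 or limma-voom. Cd63 passed edgeR's without depth scaling (adjusted p = 0.0147) and passed the paper's thresholds at the main setting, as Cxcl1 did without depth scaling and without Control mouse 1. The paper also gives the 7 neutrophil activation genes as significantly upregulated. All 7 were positive at the main setting, 3 had an unadjusted p under 0.05, none passed an adjusted p in edgeR, DESeq2 or limma-voom, and Icam1 passed the paper's thresholds without depth scaling. Of the lipid genes that the paper gives as increased, all 12 were positive at the main setting. Fasn passed an adjusted p in DESeq2 (adjusted p = 7.04e-05) and without the filter (adjusted p = 0.00342), and passed the paper's thresholds in limma-voom, without depth scaling, without Control mouse 1 and without mouse 4, as Elovl6 did without depth scaling and without Control mouse 2.

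The paper states that H19 and S1PR2 are upregulated, and S1pr2 had a log2 fold change of 0.60 (adjusted p = 0.616 from edgeR, and 0.372 without mouse 3), past the paper's thresholds only without depth scaling. The paper gives Cyp2c70 as down-regulated, and its log2 fold change was -0.29 (adjusted p = 0.704 from edgeR). The paper states, from pathway analysis, that oxidative phosphorylation and MAPK signalling are dysregulated. Camera asks for a shift of a list in a shared direction, so members that move both ways can cancel. In fry's test of change in either direction, the unadjusted p was 0.814 for the MAPK genes and 0.596 for the nuclear oxidative phosphorylation genes. The nuclear oxidative phosphorylation genes ranked above the others (camera, adjusted p = 3.50e-04, and adjusted p = 0.893 with an estimated correlation) but not without Control mouse 1 (adjusted p = 0.687) or mouse 4 (adjusted p = 0.541). The MAPK genes did not rank apart under any alternative, with 0.0642 the lowest adjusted p (without mouse 3).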

Other observations

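No test in this part was chosen after the result was seen. Targets of p53, which acts on cell cycle arrest and cell death, had 15 of 20 tested members positive in the libraries labelled HuR hKO, with 6 higher and 0 lower at an unadjusted p under 0.05 and 1 when adjusted over the list alone. That gene was Cdkn1a, the cell cycle inhibitor p21, with 73 and 77 counts in Control mice and 142 and 261 counts in mice labelled HuR hKO, a log2 fold change of 1.08 (standard error 0.222). Bax and Btg2, which act in cell death and in growth arrest, had log2 fold changes of 0.48 and 0.56, and Bax was at 0.248 without mouse 3. Genes of ER stress and the amino acid response went both ways (camera, adjusted p = 0.282). Atf5 and Trib3, which respond to amino acid limitation, were higher when adjusted over the list alone, at log2 fold changes of 0.67 and 0.97, and Pdia4, a protein folding enzyme of the ER, was lower, at -0.74 (-0.455 without Control mouse 1). Without Control mouse 1 the list did rank above the other genes (adjusted p = 0.00977). Over all genes the adjusted p in edgeR was 0.207 for Cdkn1a, 0.381 for Trib3 and 0.36 for Pdia4.

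Bile acid transport and sensing genes also went both ways (camera, adjusted p = 0.913). The uptake transporter gene Slco1a4 and the FGF15 co-receptor gene Klb were higher when adjusted over the list alone, at 0.88 and 0.58, and the related transporter gene Slco1a1 was lower (-0.67, and -0.38 without Control mouse 1). The 5 bile acid genes that the study measured had a median log2 fold change of -0.22 with 4 of 5 negative, and Cyp7a1 was at -0.59 (standard error 0.189, and -0.38 without Control mouse 2), Cyp27a1 at -0.22, Nr0b2 at 0.091 (-0.346 without mouse 3 to 0.454 without Control mouse 2) and Slc10a1 at -0.043 (0.046 without mouse 3). The study names these genes, so their count is not independent evidence of their direction, none passed when adjusted over the list alone, and the rank below the other genes (camera, adjusted p = 0.0479, and adjusted p = 0.551 with an estimated correlation) was lost without Control mouse 2 (adjusted p = 0.331), without mouse 3 (adjusted p = 0.147) and without depth scaling (adjusted p = 0.221).

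The paper measured 27 genes at 12 weeks of WDSW, and in these 4-week livers 23 were tested, with 14 positive and a median of 0.110. Lpl was higher when adjusted over the list alone, at a log2 fold change of 1.27, and Fgf21 had 13 and 24 counts in Control mice and 47 and 51 counts in mice labelled HuR hKO. The group ranked above the other genes (camera, adjusted p = 0.0486, and adjusted p = 0.551 with an estimated correlation) but not without Control mouse 2 (median 0.175, adjusted p = 0.34), without mouse 3 (median 0.064, adjusted p = 0.0857), without depth scaling (adjusted p = 0.15) or without the filter (median 0.046, adjusted p = 0.156). Of the inflammation genes measured by RT-PCR alone, Itgam and Il1b had log2 fold changes of 0.074 and -0.10 (camera, adjusted p = 0.89), and of -0.101 and 0.729 without mouse 4.

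The remaining lists did not rank apart from the other genes at the main setting. Their medians and camera's adjusted p were 0.19 and 0.557 for imprinted and fetal liver genes, 0.058 and 0.216 for antioxidant genes, -0.008 and 0.999 for circadian genes, 0.17 and 0.437 for immediate early genes, 0.04 and 0.536 for hepatocyte markers, -0.36 and 0.916 for cholangiocyte markers, and -0.082 and 0.409 for Y-linked genes. Over mice left out the medians ran from -0.128 (without mouse 4) to 0.435 (without Control mouse 1) for imprinted genes, -0.042 (without Control mouse 1) to 0.215 (without Control mouse 2) for antioxidant genes, 0.038 (without mouse 3) to 0.174 (without Control mouse 2) for immediate early genes, -0.031 (without mouse 3) to 0.049 (without Control mouse 2) for circadian genes, -0.073 (without mouse 4) to 0.13 (without mouse 3) for hepatocyte markers, and -0.198 (without Control mouse 2) to -0.006 (without Control mouse 1) for Y-linked genes. The circadian genes ranked on the higher side although their median and mean were below 0, and the mean of the immediate early genes was below 0 too. The antioxidant genes ranked above the other genes in DESeq2 (adjusted p = 0.0491), without depth scaling (adjusted p = 0.0398), without Control mouse 2 (adjusted p = 0.0102) and without mouse 4 (adjusted p = 0.00813). The cholangiocyte median rests on Control mouse 1 and was 0.445 without it (adjusted p = 0.0515), and the list ranked below the other genes without Control mouse 2 (adjusted p = 6.93e-04) and without depth scaling (adjusted p = 0.0378). Control mouse 1 stood apart on the first axis of multidimensional scaling, at 1.2 against -0.229, -0.458 and -0.513, an axis that held 43.6% of the variance.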
